# β-Cell-Specific *Mafk* Overexpression Impairs Pancreatic Endocrine Cell Development

**DOI:** 10.1371/journal.pone.0150010

**Published:** 2016-02-22

**Authors:** Ahmed M. Abdellatif, Hisashi Oishi, Takahiro Itagaki, Yunshin Jung, Hossam H. Shawki, Yukari Okita, Yoshikazu Hasegawa, Hiroyuki Suzuki, Salah E. El-Morsy, Mesbah A. El-Sayed, Mahmoud B. Shoaib, Fumihiro Sugiyama, Satoru Takahashi

## Abstract

The MAF family transcription factors are homologs of v-Maf, the oncogenic component of the avian retrovirus AS42. They are subdivided into 2 groups, small and large MAF proteins, according to their structure, function, and molecular size. MAFK is a member of the small MAF family and acts as a dominant negative form of large MAFs. In previous research we generated transgenic mice that overexpress MAFK in order to suppress the function of large MAF proteins in pancreatic β-cells. These mice developed hyperglycemia in adulthood due to impairment of glucose-stimulated insulin secretion. The aim of the current study is to examine the effects of β-cell-specific *Mafk* overexpression in endocrine cell development. The developing islets of *Mafk*-transgenic embryos appeared to be disorganized with an inversion of total numbers of insulin+ and glucagon+ cells due to reduced β-cell proliferation. Gene expression analysis by quantitative RT-PCR revealed decreased levels of β-cell-related genes whose expressions are known to be controlled by large MAF proteins. Additionally, these changes were accompanied with a significant increase in key β-cell transcription factors likely due to compensatory mechanisms that might have been activated in response to the β-cell loss. Finally, microarray comparison of gene expression profiles between wild-type and transgenic pancreata revealed alteration of some uncharacterized genes including *Pcbd1*, *Fam132a*, *Cryba2*, and *Npy*, which might play important roles during pancreatic endocrine development. Taken together, these results suggest that *Mafk* overexpression impairs endocrine development through a regulation of numerous β-cell-related genes. The microarray analysis provided a unique data set of differentially expressed genes that might contribute to a better understanding of the molecular basis that governs the development and function of endocrine pancreas.

## Introduction

Diabetes mellitus is a group of metabolic diseases characterized by hyperglycemia resulting from defects in insulin secretion, insulin action, or both, which eventually leads to a series of complications in various organs [1]. Type 1 diabetes (T1D) results from the destruction of β-cells by a β-cell-specific autoimmune reaction. In type 2 diabetes (T2D), the peripheral tissues are resistant to insulin action and the disease is often accompanied by obesity and hyperlipidemia. For decades, several approaches have been developed for the treatment of diabetes including insulin-secretion stimulants, improving insulin preparations, and islet transplantation, yet many unexamined avenues of research remain [2].

During pancreatic development, a subset of the pancreatic epithelial cells starts to express the proendocrine factor *Ngn3* and gives rise to all types of endocrine cells [3–6]. The hormone-expressing cells are produced during 2 sequential stages, the primary and secondary transitions. The primary transition begins before E13.5, and is characterized by an appearance of hormone+ cells that are not fully functional. During the secondary transition starting from around E13.5, the differentiating endocrine cells expand markedly, then migrate into mesenchyme, and eventually aggregate to form Langerhans islets [7]. The expression of a cascade of different transcription factors stimulates the differentiation into distinct endocrine lineages. α-cell-related transcription factors include *Mafb*, *Nkx2*.*2*, *Pax6*, *Foxa2*, *Pou3f4*, and *Arx*, whereas β-cell differentiation is controlled by *Pdx1*, *Mafb*, *Pax4*, *Pax6*, *Nkx2*.*2*, and *Nkx6*.*1* [8].

The MAF family transcription factors belong to the activator protein 1 (AP1) superfamily of basic leucine zipper (bZIP) proteins. It derives its name from v-Maf—the oncogenic component of the avian retrovirus AS42 that was originally isolated from chicken musculoaponeurotic fibrosarcoma [9]. The MAF family is subdivided into 2 groups according to their molecular size: the small MAF proteins comprising MAFG, MAFF, and MAFK; and large MAF proteins, including MAFA, MAFB, c-MAF, and NRL. All MAF proteins contain basic leucine zipper domain that allows DNA binding. Compared to the other bZIP proteins, MAF proteins can recognize a longer palindromic sequence of DNA (Maf-recognition element, MARE) [10–12]. Increasing numbers of studies on endocrine development reveal that the expression of large MAF proteins is tightly regulated in a spatiotemporal manner [13–15]. *Mafb* gene knockout (*Mafb*^−/−^) mice show around a 50% reduction of α- and β-cell numbers at E18.5. In contrast, no developmental defects were observed in *Mafa* gene knockout (*Mafa*^−/−^) mice [16, 17]. Small MAF proteins are also found to display a complex expression pattern during embryogenesis [18]. They are able to form a homodimer or a heterodimer with other bZIP factors such as the cap’n’collar (CNC) family and play a role in many biological processes like hematopoiesis, neuronal function, and oxidative stress response [19–22]. Unlike the large MAF proteins, the small MAF proteins lack a transactivation domain and when they are expressed in large amounts, the homodimeric proteins compete with the binding of large MAF proteins to the cis-element of target genes at MARE sites, resulting in a dominant-negative effect [23].

Our previous studies demonstrated that β-cell-specific *Mafk* transgenic (*Mafk*-Tg) mice exhibited hyperglycemia due to an impaired insulin secretion during early postnatal life [24]. When these mice are crossed with *Mafa*^−/−^ mice, the double mutants display destructive β-cell development and an overt diabetic phenotype with typical characteristics of human diabetic nephropathy [25]. The aim of the current study was to characterize and evaluate the impact of *Mafk* overexpression on the genetic pathways governing β-cell development using *Mafk*-Tg and *Mafa*^−/−^;*Mafk*-Tg mice embryos. In the *Mafk*-Tg mutants we observed abnormalities in β-cell development and islet morphogenesis along with a reduction of β-cell proliferation. In addition, we also performed a microarray analysis in order to investigate the factors that contribute to the phenotypic alteration in the *Mafk*-Tg mice at E15.5, to gain insights into the mechanisms controlling endocrine cell development and function.

## Materials and Methods

## Mice

The mice were maintained in specific pathogen-free conditions, in the Laboratory Animal Resource Center at the University of Tsukuba. This study was carried out in strict accordance with the recommendations in the Guide for the Care and Use of Laboratory Animals of the National Institutes of Health. The protocol was approved by the Committee on the Ethics of Animal Experiments of the University of Tsukuba (Permit Number: 14–049). All mice were euthanized with carbon dioxide gas, and all efforts were made to minimize suffering. The generations of *Mafa* knockout (*Mafa*^−/−^) mice, transgenic mice expressing *Mafk* under the control of rat *Insulin 1* promoter (*Mafk*-Tg), R26GRR mice, and *Ins1*-Cre25 mice have previously been described [16, 24, 26, 27]. Double mutant *Mafa*^−/−^;*Mafk*-Tg mice were generated by mating *Mafa*^+/−^ females with *Mafa*^+/−^;*Mafk*-Tg males. DNA extraction and embryo genotyping were performed by NaOH extraction methods from tails as previously described [16, 24].

### Immunohistochemistry

The embryos were collected, washed in cold PBS, fixed in 4% PFA, and then embedded in paraffin. Immunohistochemistry was performed on 5-μm paraffin sections according to the standard histological methods. The sections were blocked in appropriate serum for 1 hour and incubated overnight at 4°C with the following primary antibodies: guinea pig anti-insulin (ab7842, 1:1000, Abcam, Cambridge, UK), rabbit anti-glucagon (RAG-06P, 1:2000, Linco Research, St. Charles, MO, USA), guinea pig anti-glucagon (M182, 1:4000, Takara, Kyoto, Japan), rabbit anti-aristaless-related homeobox (gift from Drs. Kitamura and Morohashi; 1: 250) [28], rabbit anti-Ki67 (NCL-Ki67p, 1:500, Novocastra, Newcastle, UK) and rabbit anti-PHH3 (ab5176, 1:500, Abcam). The antigens were visualized using the appropriate secondary antibodies conjugated with Alexa Fluor 350, 488, or 594 (1:1000, Life Technologies, Gaithersburg, MD, USA). All sections were examined using a fluorescence microscope (BZ-9000, Keyence, Tokyo, Japan). For cell counting experiments, serial sections spanning the entire pancreas were collected at a 100-μm intervals and immunostained. A total number of 25 sections were used per pancreas. The total numbers of immunoreactive cells were quantified using ImageJ 1.48 software (NIH, Bethesda, Maryland, USA).

### Measurement of total insulin contents

The whole pancreas was collected from embryos at both E15.5 and E18.5. The total insulin content was determined after extraction with acid-ethanol. Insulin levels were detected using a mouse insulin ELISA kit (Morinaga, Yokohama, Japan).

### Luciferase assay

The *Mafk*-expression plasmid and RIPII-251 reporter plasmid have been previously described [24, 29]. The *Mafb* cDNA was subcloned into the pcDNA3.1-FLAG expression vector, and these plasmids were transfected into NIH3T3 cells using FuGENE 6 transfection reagent (Roche, Indianapolis, IN, USA). The total amount of DNA was adjusted by cotransfection of pcDNA3.1-FLAG plasmid with *Mafk*-expression plasmids. Luciferase activities were determined by the Dual Luciferase Reporter Assay System (Promega) 48 hours after transfection.

### Chromatin Immunoprecipitation (ChIP) assay

NMuMG cells expressing FLAG-MAFK were prepared as previously described [30]. In short, the NMuMG cells were transfected with pCAGIP-FLAG-MAFK or mock plasmids. The cells were cross-linked with 1% formaldehyde at 37°C for 15 minutes, suspended in 500 μl of nuclear lysis buffer (1% SDS, 50 mM Tris-HCl, pH 8.1, 10 mM EDTA, 20,000 KIU/ml aprotinin, 1 μg/ml leupeptin), and sonicated. Soluble chromatin was diluted with 9 volumes of dilution buffer for immunoprecipitation (16.7 mM Tris-HCl, pH 8.1, 1.2 mM EDTA, 167 mM NaCl, 0.01% SDS, 1.1% Triton X-100, 20,000 KIU/ml aprotinin, 1 μg/ml leupeptin) and incubated with anti-FLAG antibody (M2, Sigma, St Louis, MO, USA) with end-over-end rotation at 4°C overnight followed by incubation with 25 μl of Dynabeads Protein A (Life Technologies) at 4°C for 1 hour. DNA was extracted from the Dynabeads by means of phenol-chloroform extraction. The PCR primers are described in Table 1.

**Table 1:** The primers used in this study.

Gene Name	Foreward (5`- 3`)	Reverse (5`- 3`)
*Arx*	TCCGGATACCCCACTTAGCTT	GACGCCCCTTTCCTTTAAGTG
*Chgb*	CCCTCAGCTCGACTTGAAAC	GCCGTCAGAACTCTCTGGTC
*Cryba2*	ACCAGCAAAGATGTGGGTTC	GGACTCTTCGAATGGACTGC
*Fam132a*	GCCAGATGATGGGTCCTCTA	TCGAAGTTCTGTGGCCTCTT
*Foxa2*	GAGCACCATTACGCCTTCAAC	AGGCCTTGAGGTCCATTTTGT
*G6pc2*	TGCGTCTGGTATGTCATGGT	TTCAAAGGCCTCGGCTACTA
*Gcg*	AGGGACCTTTACCAGTGATGT	AATGGCGACTTCTTCTGGGAA
*Gck*	TGGATGACAGAGCCAGGATGG	ACTTCTGAGCCTTCTGGGGTG
*Glut2*	AAGGATCTGCTCACATAGTCACT	TTGCAGCCAACATTGCTTTGA
*Hnf1a*	TATCATGGCCTCGCTACCTG	ACTCCCCATGCTGTTGATGA
*Hprt*	TTGTTGTTGGATATGCCCTTGACTA	AGGCAGATGGCCACAGGACTA
*Ins1*	GCCCTCTGGGAGCCCAAA	AGAGAGCCTCTACCAGG
*Ins2*	GCTTCTTCTACACACCCATGTC	AGCACTGATCTACAATGCCAC
*Ins promoter*	TGAAACAGTCCAAGG	ACTTTGCTGTTTG
*Kir6*.*2*	GTAGGGGACCTCCGAAAGAG	TGGAGTCGATGACGTGGTAG
*Mafa*	CACTGGCCATCGAGTACGTCA	CTTCACCTCGAACTTCATCAGGTC
*Mafb*	TGAATTTGCTGGCACTGCTG	AAGCACCATGCGGTTCATACA
*Mafk*	GAGAAGCTGGCTCGAGAGAA	CGGCTGAGAAGGGTACAGAG
*Neurod1*	ACAGACGCTCTGCAAAGGTTT	GGACTGGTAGGAGTAGGGATG
*Ngn3*	TCTCAAGCATCTCGCCTCTTC	ACAGCAAGGGTACCGATGAGA
*Nkx2*.*2*	CCGGGCGGAGAAAGGTATG	CTGTAGGCGGAAAAGGGGA
*Nkx6*.*1*	CAGACCCACGTTCTCTGGAC	TGACCTGACTCTCCGTCATCC
*Pax4*	TGGCTACACAGACAGCATTTAC	GCGCTTGTTATTCGCTGGTC
*Pax6*	AACAACCTGCCTATGCAACC	ACTTGGACGGGAACTGACAC
*PC1/3*	ATGGGCGGCGGAGATC	CCAATCTGACCCAAAAGGTCATAC
*PC2*	AATGACCCCTACCCATACCC	GAGGAGGCTTCGATGATGTC
*Pcbd1*	AGGCCGAGATGCTATCTTCA	ATATCCCGTTCCGAAAGACC
*Pdx1*	TTCCCGAATGGAACCGAGC	GTAGGCAGTACGGGTCCTCT
*Pou3f4*	CTCGCCGCACACTAACCAT	GCTCCAGCATACCGCTCAC
*Rbp4*	TTCTGTGGACGAGAAGGGTC	GTGCCATCCAGATTCTGCAG
*Rfx6*	TGTGAAGAACGAAAGCCACG	TGGAGAAATCGGTGGTGTCA
*Slc30a8*	ACTGATGCGGCTCATCTCTT	GATGCAAAGGACAGACAGCA
*Sur1*	CTGGTCCTCAGCAGCACAT	GGAACTCTTGGGACGAGACA
*Sytl4*	AGTCTGTGGTGATGAGGGTG	CCAGGTGGTCAATGTCCTCT
*Tmem27*	GAGCAATGGTGGCATTCTCC	ACTTCAGCTGCAGGAAGAGT

### Quantitative RT-PCR

The whole pancreas of E15.5 embryos were homogenized and total RNA isolated using the NucleoSpin RNA kit (Macherey-Nagel, Düeren, Germany). The cDNA was synthesized using a QuantiTect Reverse Transcription Kit (Qiagen, Hilden, Germany). Quantitative PCR reactions were carried out using a Thermal Cycler Dice Real Time System (Takara) with a SYBR Green PCR Master Mix (Takara). Expression of *Hprt* was utilized to analyze the relative gene expression of other genes. All primer sequences are listed in Table 1.

### Lineage tracing experiments

To test the possibility that β-cell specific *Mafk* overexpression induced β-cell transdifferentiation into α-cells during early stages of development, we crossed *Mafk*-Tg females with *Ins1*-Cre;R26GRR males, which express GFP ubiquitously before and tdsRed after Cre excision; thus we could label around 90% of the β-cell lineage [26]. The pancreata of *Mafk*-Tg;*Ins1*-Cre;R26GRR and control WT;*Ins1*-Cre;R26GRR mice were collected at both P0 and 4 weeks of age, fixed overnight in 4% PFA, dehydrated in sucrose and embedded in OCT compound (Sakura, Tokyo, Japan). Frozen sections were stained using anti-glucagon antibody in order to determine the cell fraction coexpressing both tdsRed and glucagon.

### Microarray experiment

Total RNA was isolated from 3 pairs of WT and *Mafk*-Tg pancreata at E15.5 using the NucleoSpin RNA kit (Macherey-Nagel). The total RNA was used to synthesize cRNA using the Ambion WT Expression Kit (Life Technologies). Fragmentation and labeling of cDNA were performed using the GeneChip WT Terminal Labeling and Control Kit (Affymetrix, Santa Clara, CA, USA). The hybridization cocktail containing fragmented and biotin-labeled cDNAs was transferred into GeneChip MoGene-1_0-st-v1 cassettes (Affymetrix), which were incubated at 45°C inside a hybridization oven by rotating them at 60 rpm for 17 hours. The GeneChip arrays were then washed and developed using the Hybridization Wash and Stain Kit (Affymetrix) in a Fluidics Station 450 (Affymetrix). The GeneChip arrays were read using the GeneChip Scanner 3000 (Affymetrix) and the image files were generated using the GeneChip Command Console (Affymetrix). Normalization and probe set summarization were performed using the Affymetrix Expression Console software. CEL files and normalized data were deposited into the NCBI GEO repository under the accession number GSE62834.

### Statistical analysis

Data were expressed as the means ± standard errors of the means and compared using an unpaired *t* test. Probability values of less than 0.05 were considered significant.

## Results

### β-cell-specific *Mafk* overexpression resulted in impaired endocrine cell development and an abnormal islet structure

In order to study the impact of β-cell-specific *Mafk* overexpression on endocrine development, especially during the primary and secondary transitions, we performed immunohistochemical staining of pancreas sections from WT, *Mafa*^−/−^, *Mafk*-Tg, and *Mafa*^−/−^;*Mafk*-Tg embryos (Fig 1A). At E12.5, the point at which the primary cells emerge (the first wave of hormone-expressing cells), all groups of mice showed comparable manifestations. They contained a few insulin positive cells and a few insulin/glucagon double positive cells (which are considered progenitor cells), while the majority of cells were glucagon-positive [31, 32]. At E15.5 and E18.5, the islets of WT and *Mafa*^−/−^ embryos displayed normal and comparable phenotypes, whereas *Mafk*-Tg and *Mafa*^−/−^;*Mafk*-Tg embryos exhibited similar structural patterns with reversed number of insulin+ and glucagon+ cells. These results indicate that *Mafa* is not involved in β-cell development either in the *Mafk*-Tg background or in the WT background. We also stained pancreatic sections at postnatal day (P) 4, P21, and 5 weeks of age (5W). The islets from WT mice at all periods appeared with a clear central core of insulin+ cells surrounded by a peripheral layer of glucagon+ cells, whereas *Mafa*^−/−^ mice developed an abnormal structure with many glucagon+ cells in the center of the islets in the early neonatal period [16]. The islets of *Mafk*-Tg mice were still displaying changes similar to their embryonic abnormal phenotype at P4 and P21, however at 5W the islet structure was apparently reverted to normal. As shown previously, in the islet of *Mafa*^−/−^;*Mafk*-Tg mice, the destructive changes were more severe compared to *Mafa*^−/−^ mice [25]. These results suggest that the expression of *Mafa* during the neonatal period compensates for the effect of *Mafk* overexpression in embryos, which is consistent with a previous report showing the functional significances of *Mafa* after birth [33]. Hereafter, our experiment was focused on the comparison of *Mafk*-Tg and control WT mice in each experiment.

**Fig 1:**
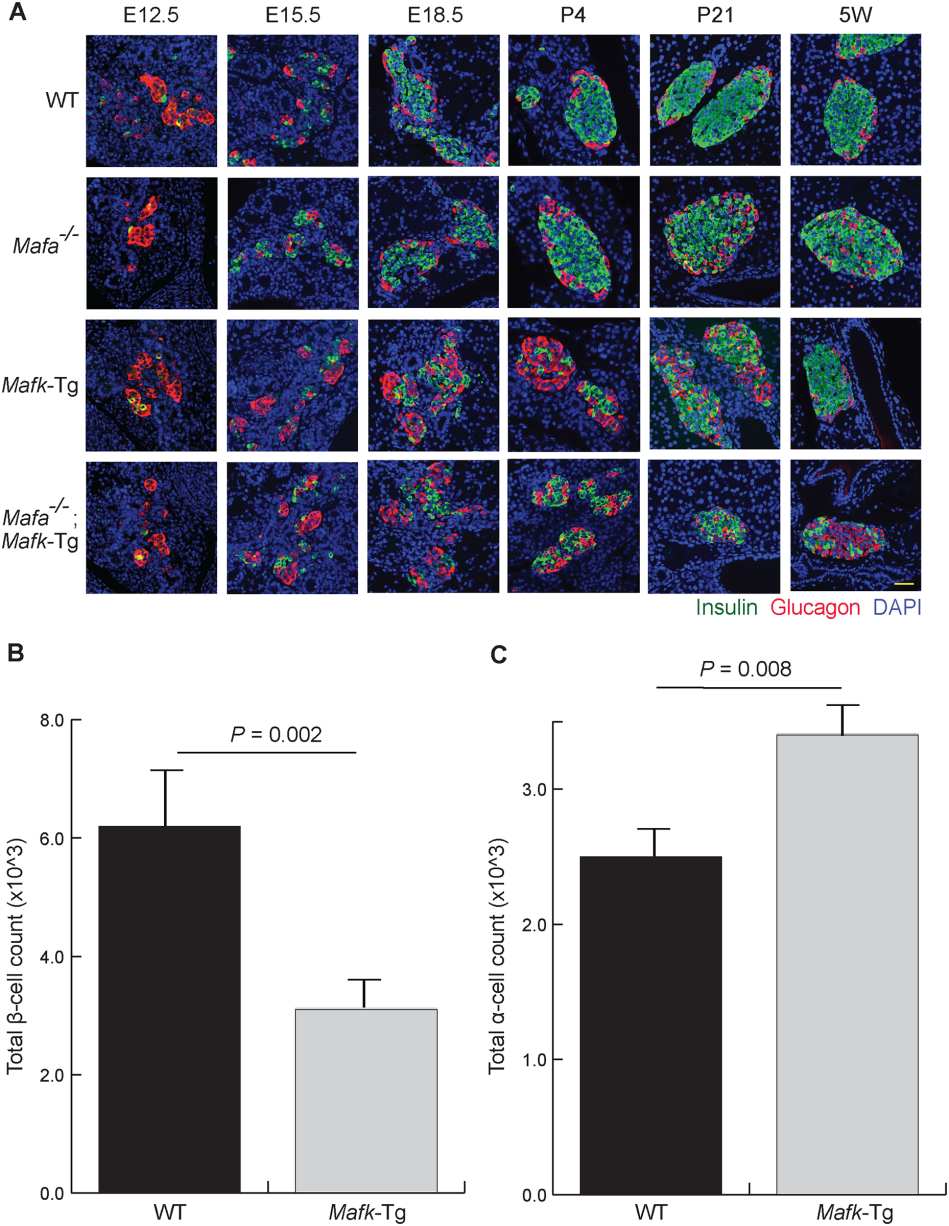
Transgenic *Mafk* overexpression altered the normal islet structure. (A) Immunohistochemical analysis of insulin and glucagon in wild-type (WT), *Mafa* knockout (*Mafa*^−/−^), *Mafk* transgenic (*Mafk*-Tg) and *Mafa*^−/−^;*Mafk*-Tg pancreata at embryonic day (E) 12.5, E15.5, E18.5, postnatal day (P)4, P21 and 5 weeks of age (5W). Scale bar = 40 μm. (B) The total β-cell count of WT (n = 3) and *Mafk*-Tg (n = 5) embryos at E18.5. (C) The α-cell count of WT (n = 3) and *Mafk*-Tg (n = 5) embryos at E18.5. The error bars represent the standard errors of the means.

To clarify the extent of these changes, we quantified the changes in insulin+ and glucagon+ cell populations based on their numbers. The total numbers of insulin+ and glucagon+ cells were counted in representative sections throughout the whole pancreas of embryos at E18.5. In *Mafk*-Tg embryos, the total count of insulin+ cells was decreased (3.1 ± 0.19 × 10^3 vs. 6.21 ± 0.72 × 10^3 in WT, *P* = 0.002) (Fig 1B). Conversely, we found the number glucagon+ cells to be significantly increased (3.4 ± 0.14 × 10^3 vs. 2.4 ± 0.20 × 10^3 in WT, *P* = 0.008) (Fig 1C). The total insulin contents were also decreased in *Mafk*-Tg embryos both at E15.5 and at E18.5, consistent with the immunohistochemistry results (Fig 2). The reduction in the total insulin contents was more dramatic at E15.5 (1.1 ± 0.1 ng in Tg vs. 5.6 ± 0.6 ng in WT, *P* < 0.001) compared to E18.5 (10.0 ± 0.39 ng in Tg vs. 13.4 ± 0.33 ng in WT, *P* < 0.001).

**Fig 2:**
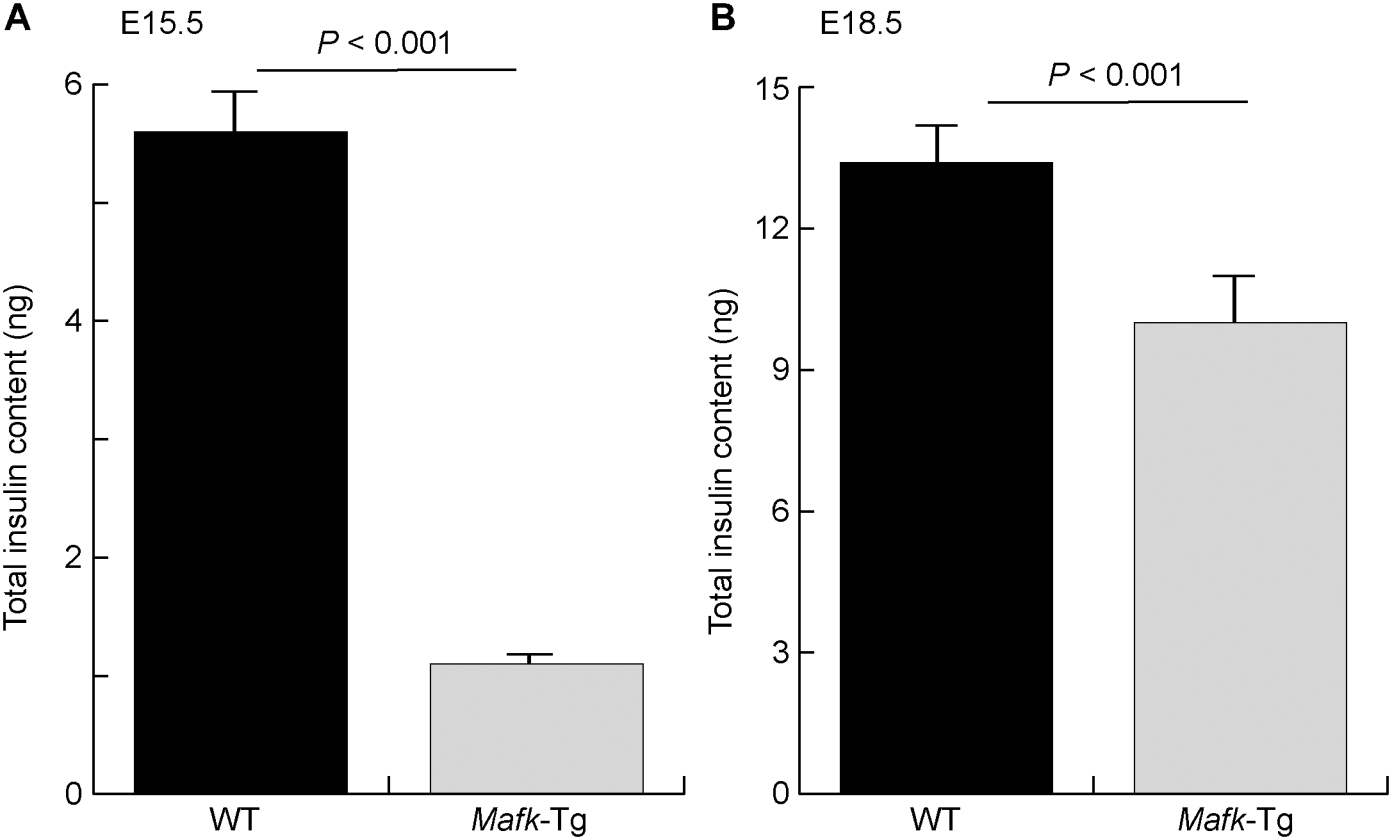
The changes in total pancreatic insulin content. The total insulin content of whole pancreata collected from embryos at E15.5 (A) (n: WT = 6; *Mafk-*Tg = 7) and E18.5 (B) (n: WT = 4; *Mafk-*Tg = 7). The error bars represent the standard errors of the means.

### β-cell-specific *Mafk* overexpression altered the gene expression of both β- and α-cell-related factors

Quantitative RT-PCR was performed using total RNAs from pancreata of WT and *Mafk*-Tg embryos (n = 6 each) at E15.5. The analysis revealed that the mRNA expression of *Ins1* (0.47 ± 0.07 fold, *P* = 0.03), *Ins2* (0.52 ± 0.07 fold, *P* = 0.04), *Slc30a8* (0.25 ± 0.02 fold, *P* = 0.02), *G6pc2* (0.37 ± 0.08 fold, *P* = 0.03), and *Sytl4* (0.50 ± 0.05 fold, *P* = 0.001) were decreased in *Mafk*-Tg mice (Fig 3A). As we expected, the expression of these downregulated genes is known to be controlled by large Maf genes [14, 17]. The expression of other β-cell-related genes were either unchanged (*Glut2* (1.1 ± 0.1 fold, *P* = 0.08) and *PC1/3* (1.4 ± 0.2 fold, *P* = 0.20)) or increased (*PC2* (1.8 ± 0.2 fold, *P* = 0.02), *Gck* (2.2 ± 0.5 fold, *P* = 0.005), *Sur1* (2.9 ± 0.4 fold, *P* = 0.003), and *Kir6*.*2* (3.1 ± 0.4 fold, *P* = 0.004)) (Fig 3A). We also examined the key transcription factors related to the endocrine development in *Mafk*-Tg embryos. Unexpectedly, many β-cell-related transcription factors as well as α-cell-related factors were found to be significantly increased in *Mafk*-Tg mice, suggesting that the compensatory mechanisms to maintain normal β-cell numbers have been activated (Fig 3B). These factors included *Mafb* (1.7 ± 0.1 fold, *P* = 0.01), *Pax4* (1.7 ± 0.1 fold, *P* = 0.03), *Pax6* (2.4 ± 0.4 fold, *P* = 0.02), *Rfx6* (2.2 ± 0.1 fold, *P* = 0.01), *Pdx1* (1.7 ± 0.2 fold, *P* = 0.03), *Foxa2* (1.6 ± 0.1 fold, *P* = 0.03), *Ngn3* (1.7 ± 0.1 fold, *P* = 0.03), *Neurod1* (1.6 ± 0.1 fold, *P* = 0.05), *Nkx2*.*2* (2.1 ± 0.2 fold, *P* = 0.01), *Nkx6*.*1* (3.3 ± 0.6 fold, *P* = 0.09), *Arx* (2.1 ± 0.2 fold, *P* = 0.001), and *Pou3f4* (2.4 ± 0.2 fold, *P* = 0.005). Furthermore, immunohistochemistry showed that ARX expression, a master regulator of α-cell development, was increased mainly in the noninsulin-positive cells of *Mafk*-Tg mice (Fig 3C). The latter finding was confirmed by quantitative assessment of the number of ARX+ cells per pancreatic section in both WT (40 ± 1.2) and *Mafk*-Tg mice (78 ± 6.6, *P* = 0.005) (Fig 3D).

**Fig 3:**
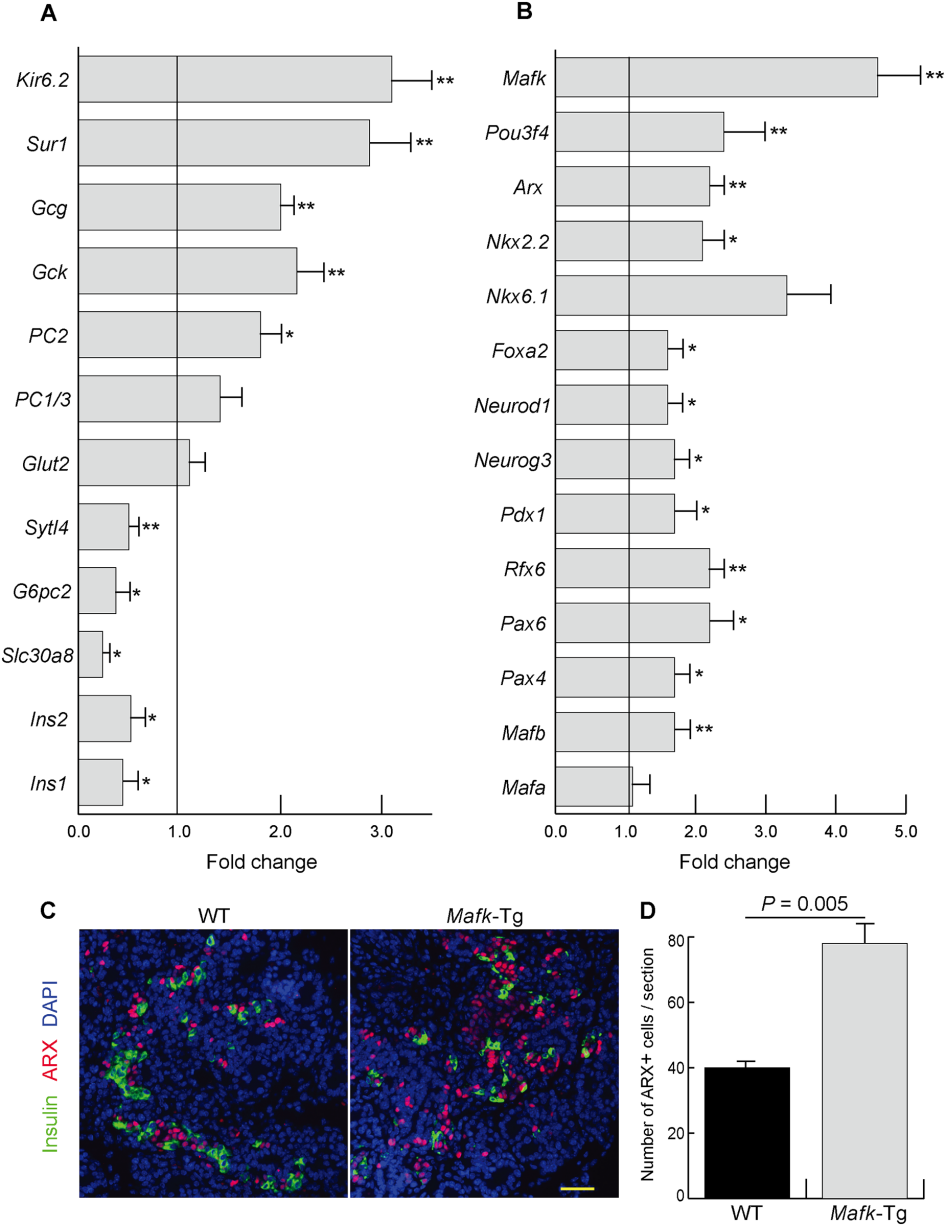
Gene expression in *Mafk-*Tg pancreases. (A, B) The mRNA expression of the indicated genes in the pancreas of *Mafk*-Tg relative to WT at E15.5 (n = 6 per each) *P < 0.05, **P < 0.01. The error bars represent the standard errors of the means. (A) Genes involved in hormone processing and secretion. (B) Transcription factors related to the endocrine development. (C) Immunohistochemical staining of Insulin and ARX of WT and *Mafk*-Tg mice at E15.5. Scale bars = 40 μm. (D) The average number of cells that appeared positive for ARX immunostaining per pancreatic section at E15.5 (n: WT = 3, *Mafk*-Tg = 3).

### MAFK inhibited the activation of insulin promoter

The ability of MAFK to suppress the activation of the insulin promoter was examined using luciferase assay. A reporter plasmid containing the luciferase gene under the control of the rat insulin 2 promoter (pGL2/RIPII-251) was used, as previously described [24](Fig 4A). NIH3T3 cells were transfected with MAFK and MAFB expression plasmids with a reporter plasmid, and the luciferase activity was monitored 48 hours after transfection (Fig 4B). MAFB activated the insulin promoter more than 100-fold. In the presence of increased amounts of MAFK, the enhanced activity of insulin promoter by MAFB showed a dose-dependent reduction. These findings indicate that MAFK inhibited MAFB binding to the C-box of the insulin promoter. Chromatin immunoprecipitation (ChIP) using FLAG antibody against NMuMG cells treated with either pCAGIP-FLAG-MAFK or mock plasmids further confirmed these observations (Fig 4C). The binding of MAFK directly to the insulin promoter was evident upon analysis of the immunoprecipitated protein-DNA complex with specific PCR primers.

**Fig 4:**
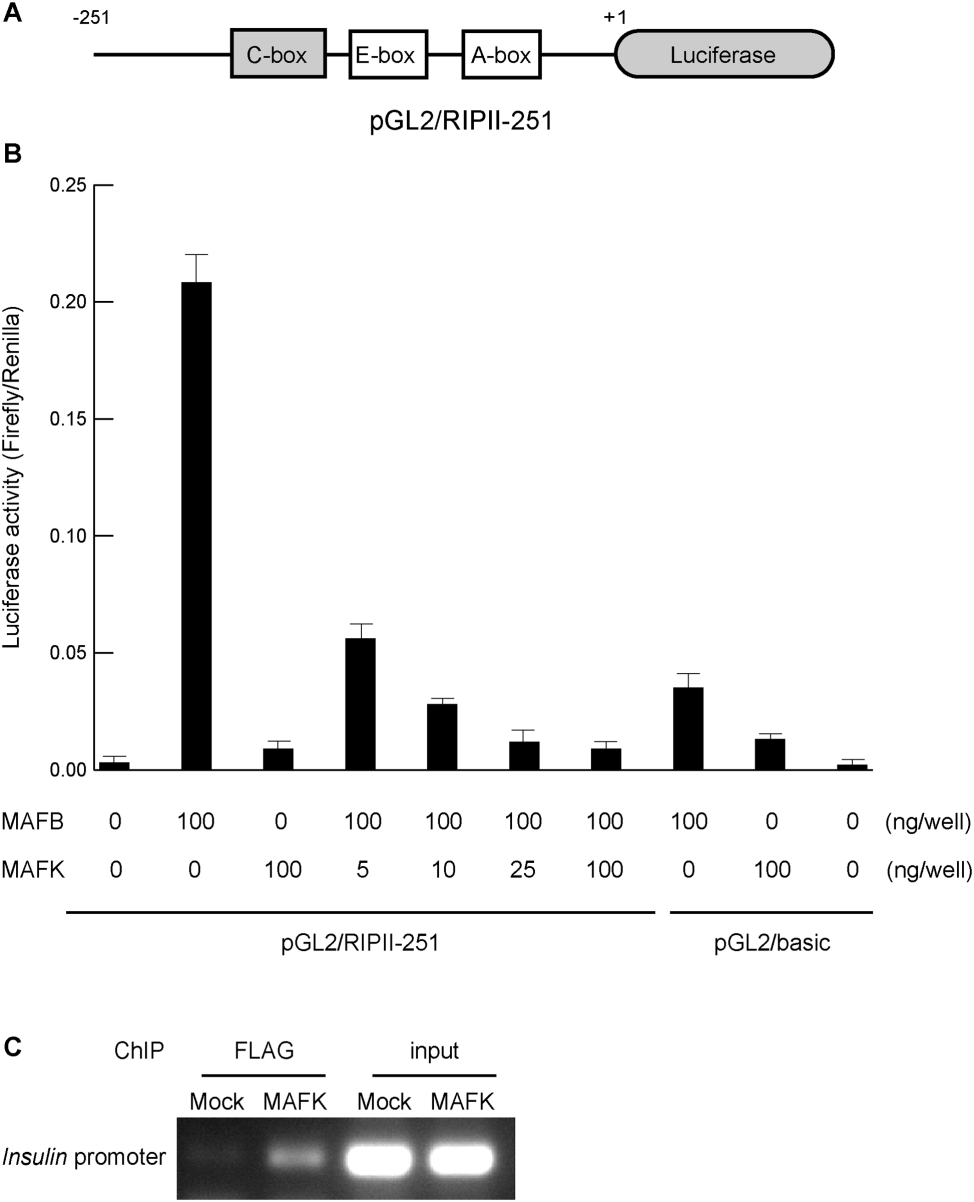
MAFK inhibited the activation of insulin promoter. (A) Schema of the rat insulin promoter II reporter plasmid (pGL2/RIPII-251). (B) *Mafb* and *Mafk* expression plasmids and the pGL2/RIPII-251 plasmid were transfected into NIH3T3 cells. The amount of *Mafk*-expression plasmid were serially increased from 0 to 100 ng. Three independent experiments were conducted and the error bars represent the standard errors of the means. (C) Chromatin immunoprecipitation (ChIP) using anti-FLAG antibody detected binding of MAFK to the *Insulin* promoter region including C-box in NMuMG cells transfected with pCAGIP-FLAG-MAFK. A representative figure of two independent experiments is shown.

### No evidence of α-cell transdifferentiation in *Mafk*-Tg β-cells

The first observation of the reversion of the absolute number of insulin+ and glucagon+ cells in *Mafk*-Tg mice raised the possibility that β-cell-specific *Mafk* overexpression could induce their transdifferentiation to α-cells during endocrine development. To answer this question, we labeled the β-cell lineage using *Ins1*-Cre;R26GRR mice, which express GFP ubiquitously before and tdsRed exclusively in β cells after Cre recombination (Fig 5A). We collected 8 sections at 100-μm intervals apart from *Mafk*-Tg;*Ins1*-Cre;R26GRR and control WT;*Ins1*-Cre25;R26GRR (n = 3 per mouse) at P0 and 4 weeks of age and stained them with glucagon antibody in order to examine the adult α-cells that might be derived from the β-cell lineage. Although higher numbers of glucagon+ cells were detected in *Mafk*-Tg mice at 4 weeks of age, glucagon+ tdsRed+ cells were observed in 0.52% of the total glucagon+ cells in *Mafk*-Tg mice (n = 763) and these cells were 0.66% of the total glucagon+ cells in the controls (n = 752) (Fig 5B). These observations suggest that the increased number of α-cells in *Mafk*-Tg mice might be due to other causes rather than β-cell transdifferentiation.

**Fig 5:**
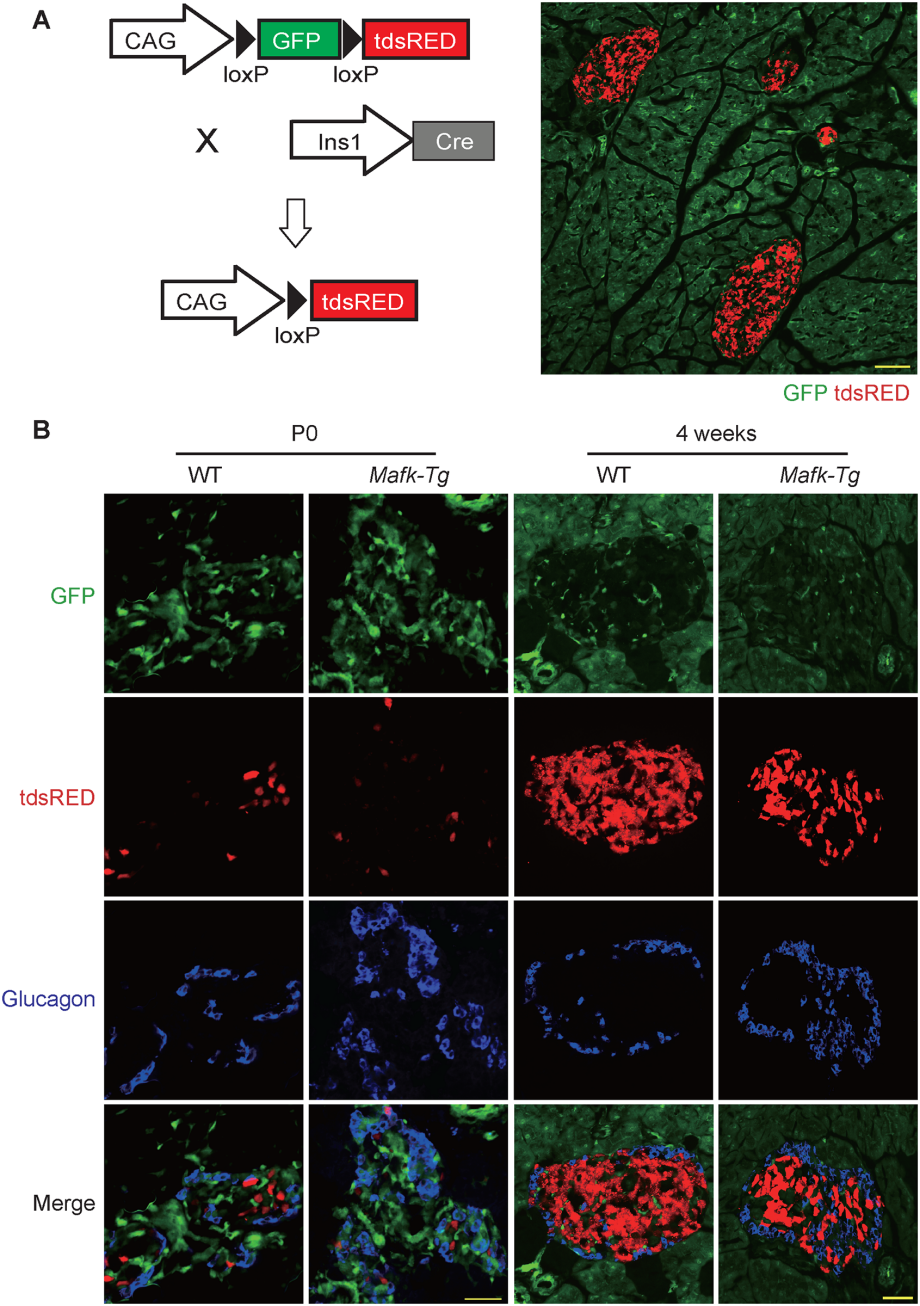
Lineage tracing analysis of β-cell fate in *Mafk-*Tg mice. (A) Strategy of the mice crossing. For β-cell labeling, *Ins1*-Cre;R26GRR male mice were mated with *Mafk*-Tg females. The ability of the reporter mice to express tdsRED exclusively in pancreatic islets was confirmed by microscopic examination of unstained pancreas sections at 4 weeks of age. Scale bar = 100 μm. (B) Higher number of glucagon+ cells was detected in *Mafk*-Tg, however no cells coexpressing tdsRED and glucagon were observed at neither P0 nor 4W (n = 3 per each genotype). Scale bars = 40 μm.

### *Mafk* overexpression suppressed β-cell proliferation

To examine the reason for reduction in β-cell numbers during the prenatal and early postnatal periods, we performed immunohistochemical analysis using the cell cycle marker Ki-67 (Fig 6A). Six different sections from WT and *Mafk*-Tg embryos (n = 3 per embryo) were collected at 100-μm intervals and stained using Ki-67 and insulin antibodies. The number of double positive cells was counted and divided by the total number of insulin+ cells to estimate the percentage of proliferating β-cells. The result showed that the percentage of proliferating β-cells was lower in *Mafk*-Tg mice (3.9 ± 0.31%) than in WT mice (10.3 ± 0.91%, *P* = 0.001) at E18.5 (Fig 6B). This finding was further examined using another cell cycle marker, pHH3 (Fig 6C). Quantitative comparison of the percentage of the cells that appeared as double positive for both pHH3 and insulin (2.2 ± 0.4% in Tg vs. 7.2 ± 0.6% in WT, *P* = 0.001) was in line with that obtained from Ki-67 staining, suggesting that β-cell proliferation is reduced or delayed in *Mafk*-Tg mice (Fig 6D). Impaired proliferation of blood cells induced by *Mafk* overexpression is also reported *in vivo*, suggesting that excess amounts of MAFK has an antiproliferative effect regardless of cell type [23, 34].

**Fig 6:**
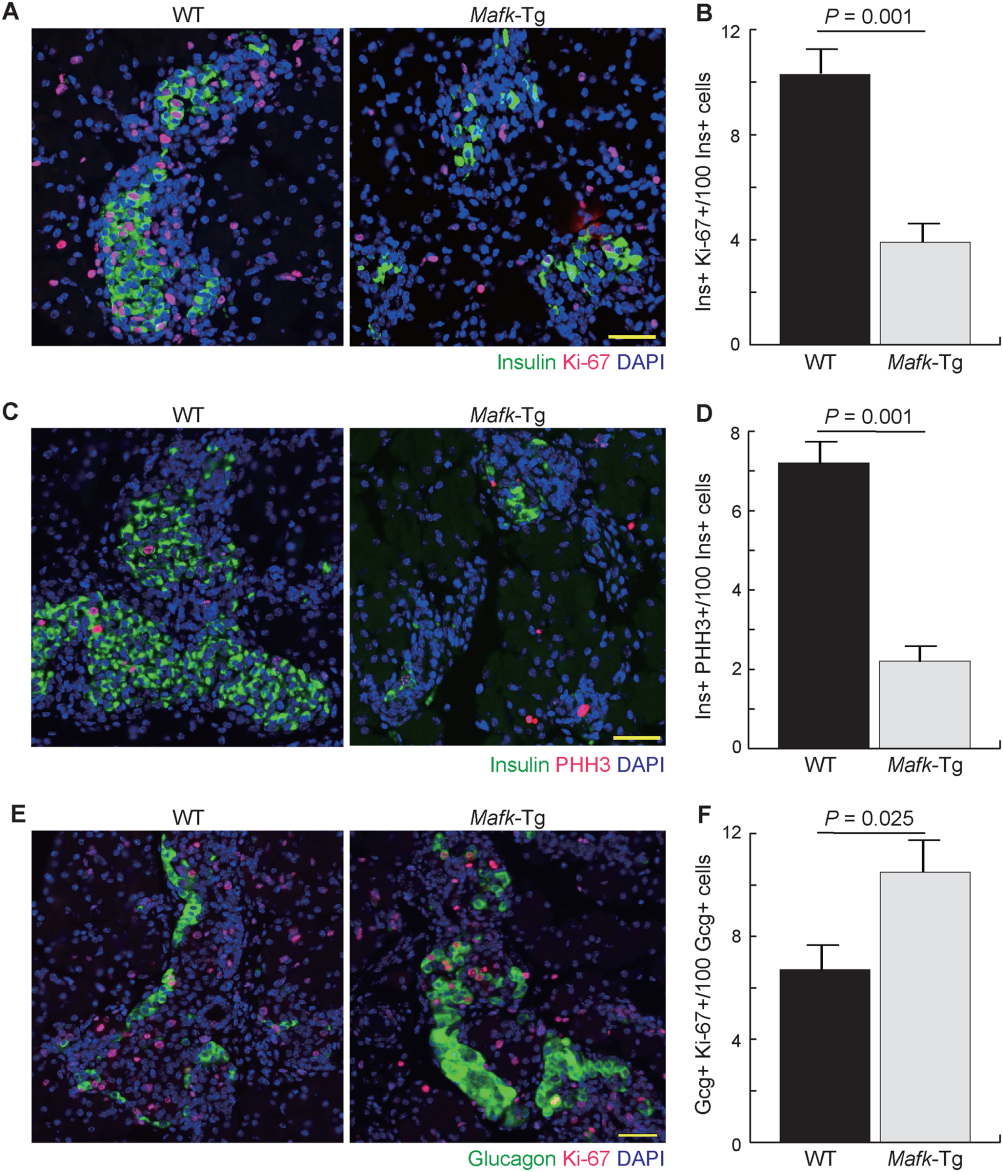
Cell proliferation assay in *Mafk*-Tg mice. (A) Immunohistochemical analysis of pancreata from WT and *Mafk*-Tg mice using Ki-67 and Insulin antibodies at E18.5. Scale bars = 40 μm. (B) The percentage of cells that appeared double positive for both Ki-67 and insulin (n: WT = 4 (463/4135), *Mafk*-Tg = 5 (112/2893)). (C) Immunohistochemical analysis of pancreata from WT and *Mafk*-Tg mice using pHH3 and Insulin antibodies at E18.5. Scale bars = 40 μm. (D) The percentage of the cells that appeared as double positive for both pHH3 and Insulin (n: WT = 4 (158/2291), *Mafk*-Tg = 4 (21/957)). (E) Immunohistochemical analysis of pancreata from WT and *Mafk*-Tg mice using Ki-67 and glucagon antibodies at E18.5. Scale bars = 40 μm. (F) The percentage of proliferating α-cell that appeared as double positive for both Ki-67 and Glucagon (n: WT = 3 (31/429), *Mafk*-Tg = 4 (76/746)). The error bars represent the standard errors of the means.

We also examined the changes in α-cell proliferation using Ki-67 staining and found higher percentage of cells with double immunoreactivity for both glucagon and Ki-67 at E18.5 in *Mafk*-Tg (10.5 ± 0.9%) compared to WT embryos (6.7 ± 0.7%, *P* = 0.025)(n = 3 per embryo) (Fig 6E and 6F). This observation indicated that the increase in the α-cell numbers was mainly due to their proliferation rather than β-cell dedifferentiation.

### Microarray analysis of pancreas from *Mafk*-Tg embryos revealed differential expression of islet-related genes

To identify genes potentially involved in endocrine development and function, we conducted unsupervised microarray analysis using total RNA from pancreata of WT and *Mafk*-Tg embryos collected at E15.5. qRT-PCR analyses, as shown in Fig 3, indicated that novel genes involved in β-cell functions are expected to show differential expression between genotypes. 

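In the E15.5 pancreas, *Mafk* itself had a log2 value of 6.75 in the WT array and 7.00 in the *Mafk*-Tg array, under 1.2-fold higher. The arrays measure RNA of the whole pancreas, while the paper's transgene is specific to β-cells. The change within β-cells is therefore not measured here. The arrays differed most in genes of the sex chromosomes. *Xist*, the RNA that coats the inactive X chromosome of female cells, had a log2 value of 4.40 in WT and 11.30 in *Mafk*-Tg. The Y-linked genes *Eif2s3y*, *Uty* and *Kdm5d* were lower in *Mafk*-Tg, with log2 differences of -5.68, -4.67 and -3.93. The lower values of these genes lie under the medians of the arrays, where background makes up much of the signal, so the true differences are at least of this size. *Kdm6a*, *Kdm5c*, *Eif2s3x* and *Ddx3x*, X-linked genes that escape inactivation, were higher in *Mafk*-Tg by 0.60, 0.46, 0.39 and 0.30 on the log2 scale. Genotype and this difference in sex-linked genes therefore run together in every comparison of the 2 arrays, while the 11 reference genes measured, such as *Actb* and *Hprt*, had a median log2 difference of 0.00, or -0.01 after a loess of the difference on the mean.
RNA of the whole pancreas was hybridised to Affymetrix mouse gene arrays, with 1 array of WT and 1 array of *Mafk*-Tg analysed here. The paper gives 3 pancreata per genotype and speaks of technical replicates for the arrays, and the label of each array also gives 3. Whether each array holds a pool of them is not stated in the paper's text. The labels name a phenol-based extraction and the paper a column kit. The authors normalized the arrays and summarized the probes in Affymetrix Expression Console, and the values are on the log2 scale, from 0.51 to 14.01. The medians of the 2 arrays were 6.01 and 6.01, and no further scaling was applied. Of 35556 probe sets, 21789 had 1 gene symbol, 1621 had several and 12146 are unnamed here. Probe sets with 1 symbol were averaged per gene on the log2 scale, which gave 19939 genes, and each gene's change is its *Mafk*-Tg value minus its WT value. With 1 array per genotype there is no spread between replicates, so no test was run, and the number of arrays limits the precision of every value.

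**Figure D1:**
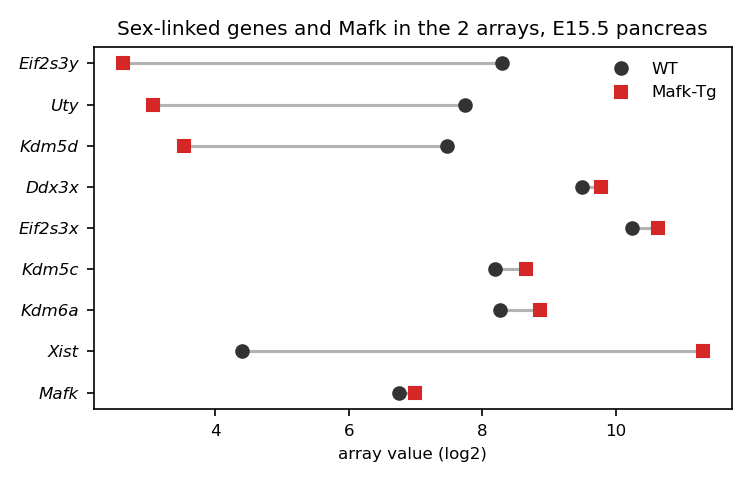
Log2 array values of 8 sex-linked genes and of *Mafk* in WT (circles) and *Mafk*-Tg (squares), with 1 array per genotype and a line joining the values of each gene. *Xist* goes from 4.40 in WT to 11.30 in *Mafk*-Tg, and the 3 Y-linked genes lie far lower in *Mafk*-Tg.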

After data normalization and probe summarization, a list of 554 upregulated and 548 downregulated probe sets was generated (S1 Table). 

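Genes of digestion, of blood cells and of islets were among those with the largest differences. *Cym*, which encodes the milk-clotting protease chymosin, was higher in *Mafk*-Tg by 3.34 on the log2 scale, the largest increase after *Xist* among genes at or above the median level of all probe sets. It was followed by the nuclear receptor gene *Nr1h5* at 1.16, by *Tmem27*, by *Aldh1l2*, a mitochondrial folate enzyme gene, at 0.94, and by the trypsinogen genes *2210010C04Rik* at 0.89 and *Try5* at 0.81. The 10 largest decreases included, beside *Npy* and *G6pc2*, *Ctsg*, a granule protease gene of myeloid cells, with a log2 difference of -1.25, the erythroid carbonic anhydrase gene *Car1* with -1.19, *Gm10874* with -1.05 and the small nucleolar RNA gene *Rnu3a* with -0.94. Across all probe sets that had at least 1 gene symbol, 1911 were at least 1.2-fold higher in *Mafk*-Tg and 2546 were at least 1.2-fold lower. Without genes of the X and Y chromosomes, a choice made after the sex-linked genes had been seen, the counts were 1775 and 2367.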

Due to the limited sample size (n = 3 per genotype) and the fact that there is a low abundance of endocrine cells within the pancreas during this stage of development, the cutoff was set at 1.2-fold change [35, 36]. 

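Some acinar genes lay near the highest value of the arrays, 14.01, where a difference can be hidden. *Cpa1* and *Clps*, which encode a carboxypeptidase and colipase and were singled out after their values had been seen, had log2 values of 13.48 and 13.08 in WT and differences of 0.03 and 0.04. Of the 31 acinar genes measured, 27 had a difference above 0 and 4 below, with 14 at least 1.2-fold higher and 0 lower. Further from the top, the trypsinogen gene *Try10*, with 10.86 in WT, was higher in *Mafk*-Tg by 0.64. The ribonuclease gene *Rnase1*, with 11.83, had -0.16 and *Cela2a*, with 10.38, had -0.06, both under 1.2-fold. Over all probe sets, dim ones passed the cutoff more often than bright ones. Among the 17778 probe sets below the median level, 38.6% were at least 1.2-fold different in either direction, against 16.3% of those at or above it and 9.39% of the 3556 brightest. The robust SD of the log2 difference was 0.29 below the median level and 0.17 at or above it, and a 1.2-fold change is 0.26 on that scale. With the probe sets below the median level left out, 797 named probe sets were higher and 803 were lower in *Mafk*-Tg. At a cutoff of 1.5-fold the counts were 178 and 365. Requiring a WT value of at least 100 on the linear scale, a level chosen after the values had been seen, left 538 higher and 623 lower.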

Sixteen genes (namely *Ins1*, *Ins2*, *Slc30a8*, *G6pc2*, *Sytl4*, *Gcg*, *Mafb*, *Pax4*, *Pax6*, *Rfx6*, *Pdx1*, *Foxa2*, *Ngn3*, *Neurod1*, *Nkx2*.*2* and *Pou3f4*) from a total of 22 genes (72.7%) that show significant difference (Fig 3) were found to be included in the up- and down-regulated gene list, suggesting that microarray can be used for further analysis. 

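Among the 14 measured genes of the paper's 16, the 4 of β-cell secretion were lower in the *Mafk*-Tg array. Of the 10 that encode glucagon or transcription factors, 8 were at least 1.2-fold higher. *G6pc2*, the islet glucose-6-phosphatase, had a log2 difference of -1.13. The zinc transporter gene *Slc30a8* had -0.54, *Sytl4*, which encodes the granule protein granuphilin, had -0.53, and *Ins2* had -0.40. *Pou3f4*, a transcription factor gene of α-cells, was higher by 0.68 and *Neurog3*, the gene of the endocrine progenitor factor NGN3, by 0.51. *Rfx6* was higher by 0.48, *Foxa2* by 0.40, *Pdx1* by 0.37, *Gcg* by 0.28, *Pax6* by 0.27 and *Pax4* by 0.26. *Neurod1* had a log2 difference of 0.26, just under an exact 1.2-fold at a ratio of 1.19, and *Nkx2-2* one of 0.04. Of the 16 genes, 14 were measured by a probe set with 1 symbol here, and 12 of these passed 1.2-fold in the direction the paper gives. *Pax4*, at a ratio of 1.20, and *Pax6* lie so near the cutoff that setting the medians of the arrays equal left 10. *Pou3f4* and *Sytl4* are X-linked, and sex-linked genes differ between these arrays. The genes were chosen by the paper from the same arrays, so their count is not independent evidence. Acinar genes were also higher in the *Mafk*-Tg array, with a median log2 difference of 0.25. The higher values of the 8 genes were therefore not separated from a larger epithelial share of the tissue.

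**Figure D2:**
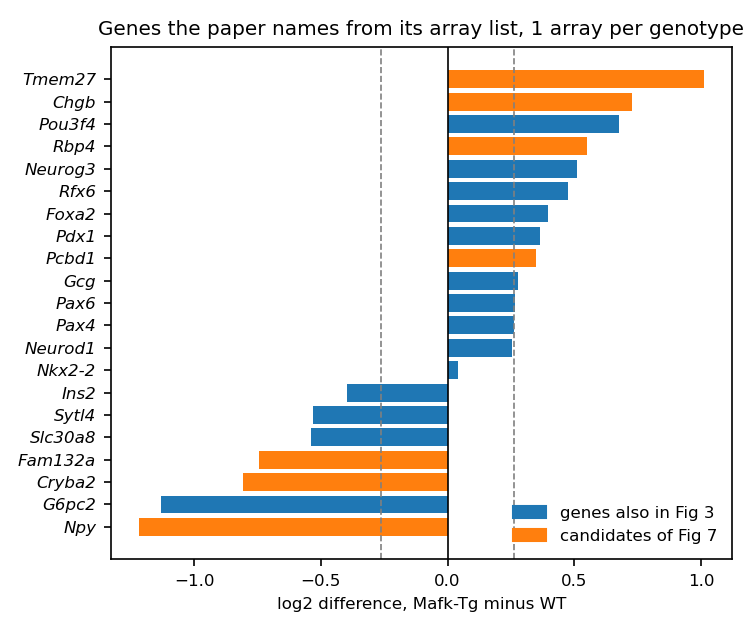
Log2 difference, *Mafk*-Tg minus WT, of 14 genes that the paper names as shared with Fig 3 and of 7 candidates of Fig 7, with 1 array per genotype and dashed lines at 1.2-fold. *G6pc2* has the lowest value of the first set at -1.13 and *Pou3f4* the highest at 0.68.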

In order to identify any uncharacterized genes that might be involved in endocrine development and function, we chose several candidate genes for qRT-PCR analyses. For that experiment we used individual biological samples (n = 4–8 per experiment) to confirm the changes observed with the technical replicates that were used for microarray analysis. For qRT-PCR, we chose several transcripts that we thought to be potential factors involved in endocrine development and function, some of which had not been fully characterized (Fig 7). In addition to *Ins1*, we identified 3 novel candidate genes that showed a significant reduction of gene expression in *Mafk*-Tg, namely *Npy*, *Cryba2*, and *Fam132a* (Fig 7A). Additionally, from the upregulated gene group, the expression of *Tmem27*, *Chgb*, *Rbp4*, *Hnf1a* and *Pcbd1* was confirmed (Fig 7B). These results suggest that the gene expression profile of *Mafk*-Tg pancreata can provide a unique set of novel genes that possibly play various roles in endocrine development and function.

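*Npy*, which encodes neuropeptide Y, had a log2 value of 8.00 in WT and 6.78 in *Mafk*-Tg, a difference of -1.22. Among genes with a mean level at or above the median of all probe sets, which leaves out the Y-linked genes, *Ctsg* alone was lower by more. *Cryba2*, a crystallin gene expressed in endocrine progenitors and islets, went from 6.75 to 5.94, a difference of -0.81. *Fam132a*, the gene of the secreted protein adipolin, went from 8.38 to 7.64, a difference of -0.74. All 3 passed 1.2-fold, on 1 array per genotype. The paper chose them from its array list, so this is not independent evidence.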

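*Tmem27*, which encodes a membrane protein that acts in insulin exocytosis and is listed under the symbol *Cltrn*, had a log2 value of 7.01 in WT and 8.03 in *Mafk*-Tg, a difference of 1.01. *Chgb*, the gene of the granule protein chromogranin B, was higher by 0.73, with 7.79 in WT and 8.52 in *Mafk*-Tg. *Rbp4*, the gene of the retinol carrier of blood, was higher by 0.55 and *Pcbd1* by 0.35. Of the 9 genes of Fig 7, 7 were measured by a probe set with 1 symbol, and 7 passed 1.2-fold in the direction the paper gives. The paper chose these genes from the same arrays, so their count is not independent evidence. Among 20 genes of endocrine secretory granules, 4 were higher and 1, *Chga*, was lower, with a log2 difference of -0.32. *Ptprn2* was higher by 0.40. *Resp18*, which encodes a granule protein, had 0.69 but lay below the median level in both arrays, where probe sets pass 1.2-fold more often. *Tmem27* is X-linked, and the X-linked genes that escape inactivation were also higher in this array.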

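Genes of other islet hormones and endocrine transcription factors had medians above 0. Of 13 measured genes of other islet hormones and α-cells, 7 were at least 1.2-fold higher and 0 lower, among them *Pyy* at a log2 difference of 0.69, the X-linked *Pou3f4*, *Ppy* at 0.56, *Tm4sf4* at 0.49 and *Sst* at 0.47, and their median was 0.27. Of 20 endocrine transcription factor genes, 10 were higher and 1, *Mafa*, was lower at -0.47, with a mean level below the median of all probe sets. Acinar genes were higher too, 14 of 31 with 0 lower and a median of 0.25. Among them were the granule protein gene *Zg16* at 0.71 and *Reg1* at 0.64. The islet hormone and transcription factor medians, 0.27 and 0.26, were of similar size. A rise specific to endocrine cells was therefore not separated from a larger epithelial share of the tissue. In the unfolded protein response, the cell's answer to misfolded secretory proteins, 9 of 23 were higher and 0 lower, with *Derl3* at 0.52, *Sdf2l1* at 0.48 and a median of 0.22. *Ddit3*, the gene of the stress factor CHOP, had a difference of 0.00.
Blood cell genes were lower in *Mafk*-Tg by more than any endocrine group was higher. Of 30 leukocyte genes 25 were lower and 0 higher, with *Hdc* at -0.88, *Srgn* at -0.87 and a median of -0.59. Of 20 erythroid genes 15 were lower and 2 higher, with *Rhag* at -1.11, *Ermap* at -0.86 and a median of -0.45. Of 20 hepatocyte genes 10 were lower and 0 higher, with *Apob* at -0.94, *Alb* at -0.57 and a median of -0.27. Of 9 spleen stroma genes 6 were lower and 0 higher, with *Tlx1* at -0.46 and a median of -0.33. Of 20 mesenchyme genes 5 were lower and 0 higher, with *Myl9* at -0.43 and a median of -0.16. The medians of the islet hormone, transcription factor, acinar and unfolded protein response lists lay above 100% of 10000 random gene lists matched on level, and those of the leukocyte, erythroid, hepatocyte, spleen stroma and mesenchyme lists below 100% of them. This describes the 2 arrays and is no test, since each genotype has 1 array and the arrays also differ in *Xist* and the Y-linked genes. The lists were written before the array values were seen and after S1 Table had been read, so members printed there are not independent evidence. From the genes found on the array and measured again by qRT-PCR, the paper proposes that this profile offers genes with possible roles in endocrine development.

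**Figure D3:**
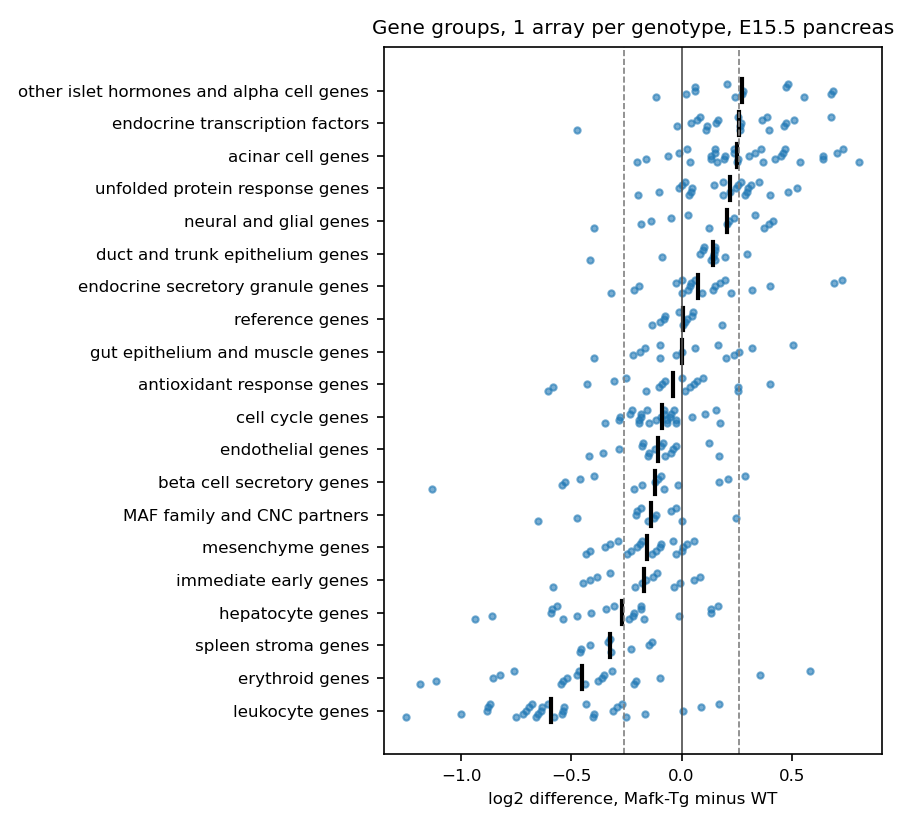
Log2 difference, *Mafk*-Tg minus WT, of each measured member (points) and the median (bars) of 20 gene lists, with 1 array per genotype and dashed lines at 1.2-fold. Leukocyte and erythroid genes have the lowest medians, at -0.59 and -0.45, and the list of other islet hormones and α-cell genes has the highest, at 0.27.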

**Fig 7:**
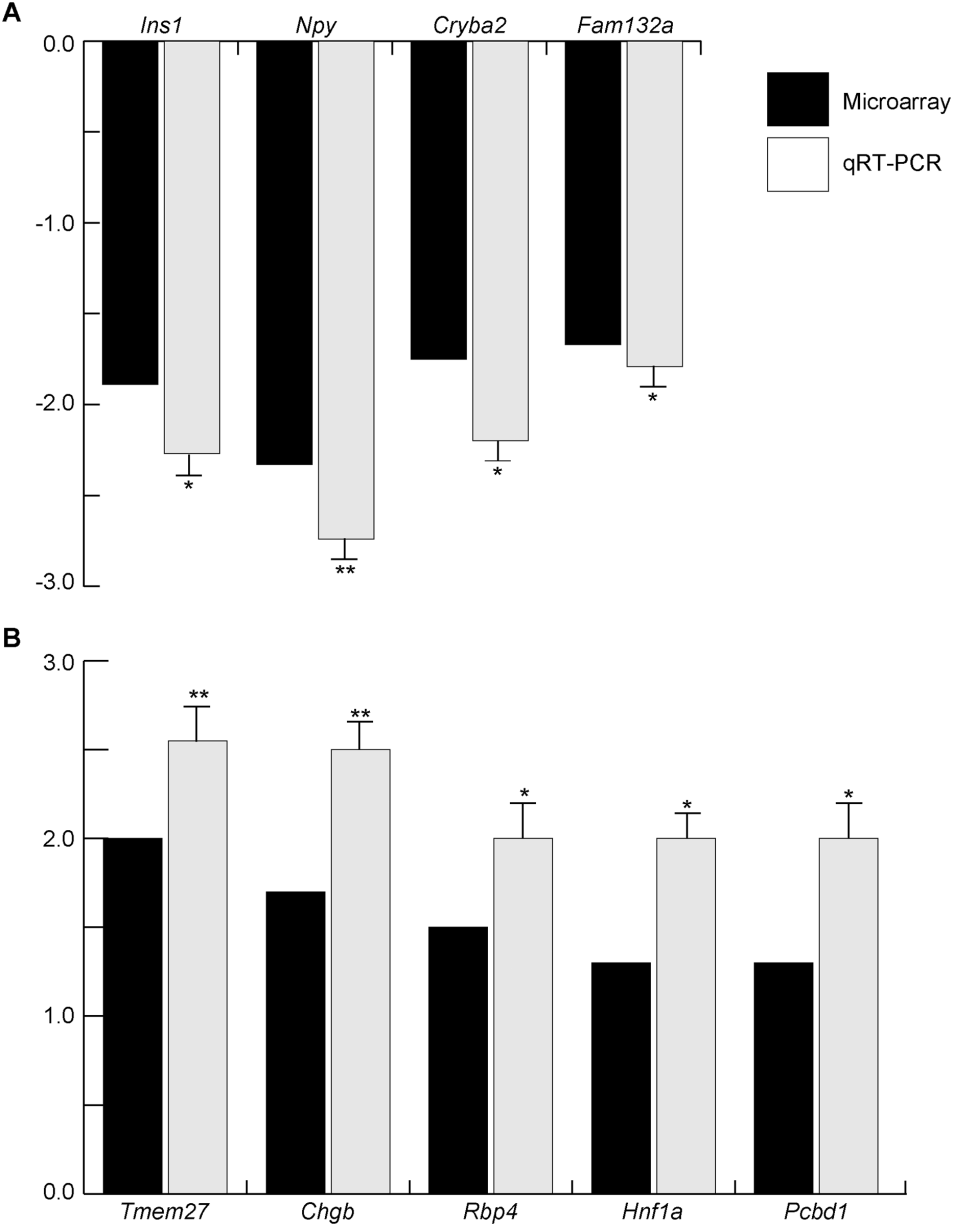
Validation of microarray data by qRT-PCR in WT and *Mafk*-Tg pancreata at E15.5. The expression levels of microarray and qRT-PCR are shown in black and gray columns, respectively. The *Mafk*-Tg expression (n = 8) of indicated genes was shown as relative to their expression in WT (n = 4). *P < 0.05, **P < 0.01. The error bars represent the standard errors of the means. (A) Downregulated genes. (B) Upregulated genes.

## Discussion

In this study, we were able to detect insulin/glucagon double positive cells, which are considered to be endocrine progenitors, in *Mafa*^−/−^, *Mafk*-Tg, and *Mafa*^−/−^;*Mafk*-Tg embryos as well as WT embryos at E12.5. Our findings indicate that neither *Mafa* deficiency nor β-cell-specific *Mafk* overexpression have any deleterious effect on the development of the early pancreatic progenitors. The islets of the *Mafa*^−/−^ mice also showed no marked structural changes when compared to WT mice during the whole prenatal life, consistent with a previous study using *Mafa*^Δpanc^ mice [17]. In contrast, as observed in *Mafk*-Tg and *Mafa*^−/−^;*Mafk*-Tg mice, overexpression of *Mafk* impaired the islet morphogenesis at the late gestational stage, with up to 50% reduction in the number of β-cells and total insulin content. This finding corresponds with that of systemic *Mafb*-deficient embryos in regard to β-cell development [15]. The phenotype observed in *Mafk*-Tg mice probably represents a part of conditional deletion of *Mafb* in β-cells. On this point, we could not rule out the direct role of overexpressed MAFK on other differentiation factors in a large MAF independent manner. However, the increasing expression of *Mafa* in neonatal β-cells probably restored the islet structure in *Mafk*-Tg mice by 5 weeks of age, suggesting that *Mafk* overexpression primarily blocked the large MAF function in embryos [37]. This idea is also supported by a recent report showing the opposing effect of MAFA and small MAFs on the insulin promoter [38].

*Mafk*-deficient mice do not exhibited any abnormalities [19]. β-cell specific transgenic mice, which express a dominant negative form of MAFK (DN-MAFK), show normal glucose tolerance under normal chow diet [38]. In contrast, under high fat diet conditions, DN-MAFK overexpression improves insulin secretion and glucose metabolism. Together with the observation that high fat diet feeding increases small MAF expression in β-cells, MAFK probably downregulates the expression of genes regulated by MAFA under stressed conditions partly due to the blocking of MAFA binding to MARE on the target [38].

Several lines of evidence suggest the capacity of terminally differentiated cells in the endocrine pancreas to lose their integrity and thereby adopt another cell identity [39]. Forced expression of *Arx* in mature β-cells can induce their conversion into a glucagon-positive α-cell phenotype [40]. Moreover β-cells convert into α-cells following deletion of *Dnmt1* or *FoxO1* [41] [42]. Based on these observations, we hypothesized that *Mafk* overexpression might trigger β-cell transdifferentiation/conversation into α-cells. However, as shown in Fig 5, we were not able to find any cells coexpressing tdsRED and glucagon using β-cell lineage tracing, indicating that the increase in α-cells of *Mafk*-Tg mice is likely not to be due to β- to α-cell transdifferentiation, but rather due to the increased proliferation of α-cells. Recently, it is proposed that derepression of *Mafb* in β-cells activates β- to α-cell reprogramming in the absence of *Pdx1* or *Mafa* [43] [44]. Because overexpressed MAFK blocks MAFB function and probably does not initiate the reprogramming cascade in *Mafk*-Tg β-cells, the increase in α-cell numbers as well as α-cell transcription factors might be due to a loss of insulin action [45]. Alternatively, disruption of key β-cell transcription factors (*Mafs* or *Pdx1*) during the early postnatal period does not cause β- to α- transdifferentiation (this manuscript and [46]), which occurs after 4 weeks of age [43] [44].

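Of 15 measured genes of β-cell secretion and glucose sensing, 5 were at least 1.2-fold lower in the *Mafk*-Tg array and 1 was higher. Beside the 4 that the paper names from its array list, *Slc2a2*, which encodes the glucose transporter GLUT2, was lower, with a log2 value of 7.10 in WT and 6.63 in *Mafk*-Tg. *Slc2a2* is also a hepatocyte gene, and hepatocyte genes were lower in the same array. *Ero1b*, the gene of an oxidase that folds proinsulin, was higher by 0.29. The genes of the ATP-sensitive potassium channel, *Abcc8* and *Kcnj11*, had log2 differences of -0.02 and -0.18. *Iapp*, the gene of the hormone amylin, had 0.17, and the prohormone convertase gene *Pcsk1* had -0.02. The median of the 15 genes was -0.12, and 98.2% of random gene lists matched on level had a higher median. The list was written after S1 Table had been read and includes the 4 genes the paper names. Its median is therefore not independent evidence. With 1 array per genotype, the error of these values could not be estimated.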

Finally, our analyses of microarray and subsequent qRT-PCR revealed that the downregulated gene group included a set of important transcripts for β-cell function. *Npy*, *Fam132a*, and *Cryba2*, as well as *Ins1* were encountered as potential β-cell-related genes. NPY (Neuropeptide Y) has pleiotropic functions in various tissues including hypothalamus, autonomic nervous system, and adipose tissue. In pancreas, its expression is observed in β-cells during the secondary transition to neonatal period [47, 48]. A previous report showing that NPY treatment of mouse islets significantly enhanced β-cell replication supports our finding of a reduction of β-cell proliferation in *Mafk*-Tg mice [49]. *Fam132a* (also called *Adipolin*) is a novel adipokine associated with roles in glycemic control and insulin sensitization [50]. In addition to adipose tissue, *Fam132a* is thought to be secreted from mouse islets, according to the T1D base (https://www.t1dbase.org/page/Welcome/display). Notably, *Cryba2* is identified as an enriched gene in developing and adult pancreas and its expression is affected by *Ngn3*-deficiency during development, although no clear phenotype in pancreas of ENU-induced *Cryba2* mutants has been reported [51–53].

From the upregulated gene group, TMEM27 plays a role in controlling insulin exocytosis by regulating the soluble N-ethylmaleimide-sensitive factor attachment protein receptor (SNARE) complex assembly [54, 55]. Retinol binding protein 4 (RBP4), which is a principle carrier of blood retinol, contributes insulin resistance in mice and humans [56]. Interestingly, both *Tmem27* and *Rbp4* is upregulated in pancreas from *Mafb*^*-/-*^ during late embryonic period, implying that *Mafk-*Tg mice and *Mafb*^*-/-*^ mice share common gene expression patterns as well as phenotypic similarities [17]. Chromogranin-B (CHGB) is a secretory glycoprotein co-stored with insulin and is found to control the rapid initial phase of insulin secretion [57]. Hepatocyte nuclear factor 1 alpha (HNF1A) controls many genes related to β-cell differentiation, and gene mutations are the most common cause of maturity-onset diabetes of the young [58]. Pterin-4-alpha-carbinolamine dehydratase (PCBD1) is a novel protein that acts as a cofactor for HNF1A-dependent transcription protein, and it is reported that *PCBD1* mutations cause early-onset nonautoimmune diabetes with features similar to dominantly inherited HNF1A-diabetes [59].

In conclusion, β-cell-specific *Mafk* overexpression resulted in impairment in endocrine development through alteration of the expression of many important genes for endocrine development and function. Since *Mafk* overexpression can mimic the targeted disruption of many genes containing MARE sites in their regulatory regions to which MAFK homodimers can bind, our microarray analysis of *Mafk*-Tg embryos provides a unique data set for investigating novel factors that might have possible roles in β-cell development, function, and survival.

## Supporting Information

S1 Table List of the up- and down-regulated genes in the pancreas of *Mafk*-Tg embryos at E15.5. (XLSX) Click here for additional data file.

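S1 Table lists probe sets by gene symbol and accession with a signed fold change, in which a decrease is printed as a negative number. The copy used here holds 553 of the 554 rows of higher probe sets and 547 of the 548 rows of lower ones, so no overlap or set test was run on it. For 843 of its 1100 rows the accession names exactly 1 probe set of the arrays. In 836 of these, or 99.2%, the printed fold lay within 0.05 of the signed fold of the 2 arrays. That fold is 2 raised to the size of the log2 difference, with a minus sign for a decrease. The folds of endocrine genes are among them: the paper prints -2.19 for *G6pc2*, where the arrays gave -2.19, and 1.6 for *Pyy*, where they gave 1.61. The smallest of the matching increases was 1.19 on the arrays, a value the table prints as 1.2. The lowest WT value among the matching rows was 6.64 on the log2 scale, or 99.6 on the linear scale. The largest folds in the rows used here were 2 for increases and -2.38 for decreases. On the arrays *Cym* had a fold of 10.1 and a WT value of 144 on the linear scale, and *Eif2s3y*, *Uty* and *Kdm5d*, far lower in *Mafk*-Tg, had WT values of 313, 215 and 177. Neither these 4 genes nor *Xist* is among the rows used here, by symbol or by accession.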

## References

[1] American Diabetes A. Diagnosis and classification of diabetes mellitus. Diabetes care. 2014;37 Suppl 1:S81–90. 10.2337/dc14-S081 .24357215

[2] VetereA, ChoudharyA, BurnsSM, WagnerBK. Targeting the pancreatic beta-cell to treat diabetes. Nature reviews Drug discovery. 2014;13(4):278–89. 10.1038/nrd4231 .24525781

[3] JensenJ, HellerRS, Funder-NielsenT, PedersenEE, LindsellC, WeinmasterG, et al Independent development of pancreatic alpha- and beta-cells from neurogenin3-expressing precursors: a role for the notch pathway in repression of premature differentiation. Diabetes. 2000;49(2):163–76. .1086893110.2337/diabetes.49.2.163

[4] GradwohlG, DierichA, LeMeurM, GuillemotF. neurogenin3 is required for the development of the four endocrine cell lineages of the pancreas. Proceedings of the National Academy of Sciences of the United States of America. 2000;97(4):1607–11. 1067750610.1073/pnas.97.4.1607PMC26482

[5] GuG, DubauskaiteJ, MeltonDA. Direct evidence for the pancreatic lineage: NGN3+ cells are islet progenitors and are distinct from duct progenitors. Development. 2002;129(10):2447–57. .1197327610.1242/dev.129.10.2447

[6] DesgrazR, HerreraPL. Pancreatic neurogenin 3-expressing cells are unipotent islet precursors. Development. 2009;136(21):3567–74. 10.1242/dev.039214 19793886PMC2761107

[7] SlackJM. Developmental biology of the pancreas. Development. 1995;121(6):1569–80. .760097510.1242/dev.121.6.1569

[8] BenitezCM, GoodyerWR, KimSK. Deconstructing pancreas developmental biology. Cold Spring Harbor perspectives in biology. 2012;4(6). 10.1101/cshperspect.a012401 22587935PMC3367550

[9] NishizawaM, KataokaK, GotoN, FujiwaraKT, KawaiS. v-maf, a viral oncogene that encodes a "leucine zipper" motif. Proceedings of the National Academy of Sciences of the United States of America. 1989;86(20):7711–5. 255428410.1073/pnas.86.20.7711PMC298140

[10] KataokaK, NodaM, NishizawaM. Maf nuclear oncoprotein recognizes sequences related to an AP-1 site and forms heterodimers with both Fos and Jun. Molecular and cellular biology. 1994;14(1):700–12. 826463910.1128/mcb.14.1.700-712.1994PMC358419

[11] EycheneA, RocquesN, PouponnotC. A new MAFia in cancer. Nature reviews Cancer. 2008;8(9):683–93. 10.1038/nrc2460 .19143053

[12] HangY, SteinR. MafA and MafB activity in pancreatic beta cells. Trends in endocrinology and metabolism: TEM. 2011;22(9):364–73. 10.1016/j.tem.2011.05.003 21719305PMC3189696

[13] MatsuokaTA, ArtnerI, HendersonE, MeansA, SanderM, SteinR. The MafA transcription factor appears to be responsible for tissue-specific expression of insulin. Proceedings of the National Academy of Sciences of the United States of America. 2004;101(9):2930–3. 10.1073/pnas.0306233101 14973194PMC365722

[14] NishimuraW, KondoT, SalamehT, El KhattabiI, DodgeR, Bonner-WeirS, et al A switch from MafB to MafA expression accompanies differentiation to pancreatic beta-cells. Developmental biology. 2006;293(2):526–39. 10.1016/j.ydbio.2006.02.028 16580660PMC2390934

[15] ArtnerI, BlanchiB, RaumJC, GuoM, KanekoT, CordesS, et al MafB is required for islet beta cell maturation. Proceedings of the National Academy of Sciences of the United States of America. 2007;104(10):3853–8. 10.1073/pnas.0700013104 17360442PMC1803762

[16] ZhangC, MoriguchiT, KajiharaM, EsakiR, HaradaA, ShimohataH, et al MafA is a key regulator of glucose-stimulated insulin secretion. Molecular and cellular biology. 2005;25(12):4969–76. 10.1128/MCB.25.12.4969-4976.2005 15923615PMC1140590

[17] ArtnerI, HangY, MazurM, YamamotoT, GuoM, LindnerJ, et al MafA and MafB regulate genes critical to beta-cells in a unique temporal manner. Diabetes. 2010;59(10):2530–9. 10.2337/db10-0190 20627934PMC3279542

[18] LecoinL, Sii-FeliceK, PouponnotC, EycheneA, Felder-SchmittbuhlMP. Comparison of maf gene expression patterns during chick embryo development. Gene expression patterns: GEP. 2004;4(1):35–46. .1467882610.1016/s1567-133x(03)00152-2

[19] KotkowKJ, OrkinSH. Complexity of the erythroid transcription factor NF-E2 as revealed by gene targeting of the mouse p18 NF-E2 locus. Proceedings of the National Academy of Sciences of the United States of America. 1996;93(8):3514–8. 862296810.1073/pnas.93.8.3514PMC39641

[20] ShavitJA, MotohashiH, OnoderaK, AkasakaJ, YamamotoM, EngelJD. Impaired megakaryopoiesis and behavioral defects in mafG-null mutant mice. Genes & development. 1998;12(14):2164–74. 967906110.1101/gad.12.14.2164PMC317009

[21] OnoderaK, ShavitJA, MotohashiH, KatsuokaF, AkasakaJE, EngelJD, et al Characterization of the murine mafF gene. The Journal of biological chemistry. 1999;274(30):21162–9. .1040967010.1074/jbc.274.30.21162

[22] KatsuokaF, MotohashiH, IshiiT, AburataniH, EngelJD, YamamotoM. Genetic evidence that small maf proteins are essential for the activation of antioxidant response element-dependent genes. Molecular and cellular biology. 2005;25(18):8044–51. 10.1128/MCB.25.18.8044-8051.2005 16135796PMC1234339

[23] MotohashiH, O'ConnorT, KatsuokaF, EngelJD, YamamotoM. Integration and diversity of the regulatory network composed of Maf and CNC families of transcription factors. Gene. 2002;294(1–2):1–12. .1223466210.1016/s0378-1119(02)00788-6

[24] ShimohataH, YohK, MoritoN, ShimanoH, KudoT, TakahashiS. MafK overexpression in pancreatic beta-cells caused impairment of glucose-stimulated insulin secretion. Biochemical and biophysical research communications. 2006;346(3):671–80. 10.1016/j.bbrc.2006.05.184 .16780794

[25] ShimohataH, YohK, FujitaA, MoritoN, OjimaM, TanakaH, et al MafA-deficient and beta cell-specific MafK-overexpressing hybrid transgenic mice develop human-like severe diabetic nephropathy. Biochemical and biophysical research communications. 2009;389(2):235–40. 10.1016/j.bbrc.2009.08.124 .19715672

[26] HasegawaY, DaitokuY, MizunoS, TanimotoY, Mizuno-IijimaS, MatsuoM, et al Generation and characterization of Ins1-cre-driver C57BL/6N for exclusive pancreatic beta cell-specific Cre-loxP recombination. Experimental animals / Japanese Association for Laboratory Animal Science. 2014;63(2):183–91. .2477064410.1538/expanim.63.183PMC4160984

[27] HasegawaY, DaitokuY, SekiguchiK, TanimotoY, Mizuno-IijimaS, MizunoS, et al Novel ROSA26 Cre-reporter knock-in C57BL/6N mice exhibiting green emission before and red emission after Cre-mediated recombination. Experimental animals / Japanese Association for Laboratory Animal Science. 2013;62(4):295–304. 2417219310.1538/expanim.62.295PMC4160954

[28] KitamuraK, YanazawaM, SugiyamaN, MiuraH, Iizuka-KogoA, KusakaM, et al Mutation of ARX causes abnormal development of forebrain and testes in mice and X-linked lissencephaly with abnormal genitalia in humans. Nature genetics. 2002;32(3):359–69. 10.1038/ng1009 .12379852

[29] KajiharaM, SoneH, AmemiyaM, KatohY, IsogaiM, ShimanoH, et al Mouse MafA, homologue of zebrafish somite Maf 1, contributes to the specific transcriptional activity through the insulin promoter. Biochemical and biophysical research communications. 2003;312(3):831–42. 10.1016/j.bbrc.2003.10.196 .14680841

[30] OkitaY, KamoshidaA, SuzukiH, ItohK, MotohashiH, IgarashiK, et al Transforming growth factor-beta induces transcription factors MafK and Bach1 to suppress expression of the heme oxygenase-1 gene. The Journal of biological chemistry. 2013;288(28):20658–67. 10.1074/jbc.M113.450478 23737527PMC3711329

[31] HashimotoT, KawanoH, DaikokuS, ShimaK, TaniguchiH, BabaS. Transient coappearance of glucagon and insulin in the progenitor cells of the rat pancreatic islets. Anatomy and embryology. 1988;178(6):489–97. .246495610.1007/BF00305036

[32] De KrijgerRR, AanstootHJ, KranenburgG, ReinhardM, VisserWJ, BruiningGJ. The midgestational human fetal pancreas contains cells coexpressing islet hormones. Developmental biology. 1992;153(2):368–75. .135685910.1016/0012-1606(92)90121-v

[33] EtoK, NishimuraW, OishiH, UdagawaH, KawaguchiM, HiramotoM, et al MafA is required for postnatal proliferation of pancreatic beta-cells. PloS one. 2014;9(8):e104184 10.1371/journal.pone.0104184 25126749PMC4134197

[34] YohK, SugawaraT, MotohashiH, TakahamaY, KoyamaA, YamamotoM, et al Transgenic over-expression of MafK suppresses T cell proliferation and function in vivo. Genes to cells: devoted to molecular & cellular mechanisms. 2001;6(12):1055–66. .1173726610.1046/j.1365-2443.2001.00489.x

[35] Wilding CrawfordL, Tweedie AblesE, OhYA, BooneB, LevyS, GannonM. Gene expression profiling of a mouse model of pancreatic islet dysmorphogenesis. PloS one. 2008;3(2):e1611 10.1371/journal.pone.0001611 18297134PMC2249940

[36] RubelCA, LanzRB, KommaganiR, FrancoHL, LydonJP, DeMayoFJ. Research resource: Genome-wide profiling of progesterone receptor binding in the mouse uterus. Molecular endocrinology. 2012;26(8):1428–42. 10.1210/me.2011-1355 22638070PMC3404303

[37] Aguayo-MazzucatoC, KohA, El KhattabiI, LiWC, ToschiE, JermendyA, et al Mafa expression enhances glucose-responsive insulin secretion in neonatal rat beta cells. Diabetologia. 2011;54(3):583–93. 10.1007/s00125-010-2026-z 21190012PMC3047400

[38] NomotoH, KondoT, MiyoshiH, NakamuraA, HidaY, YamashitaK, et al Inhibition of Small Maf Function in Pancreatic beta-Cells Improves Glucose Tolerance Through the Enhancement of Insulin Gene Transcription and Insulin Secretion. Endocrinology. 2015;156(10):3570–80. 10.1210/en.2014-1906 25763640PMC4588816

[39] ThorelF, NepoteV, AvrilI, KohnoK, DesgrazR, CheraS, et al Conversion of adult pancreatic alpha-cells to beta-cells after extreme beta-cell loss. Nature. 2010;464(7292):1149–54. 10.1038/nature08894 20364121PMC2877635

[40] CollombatP, Hecksher-SorensenJ, KrullJ, BergerJ, RiedelD, HerreraPL, et al Embryonic endocrine pancreas and mature beta cells acquire alpha and PP cell phenotypes upon Arx misexpression. The Journal of clinical investigation. 2007;117(4):961–70. 10.1172/JCI29115 17404619PMC1839241

[41] DhawanS, GeorgiaS, TschenSI, FanG, BhushanA. Pancreatic beta cell identity is maintained by DNA methylation-mediated repression of Arx. Developmental cell. 2011;20(4):419–29. 10.1016/j.devcel.2011.03.012 21497756PMC3086024

[42] TalchaiC, XuanS, LinHV, SusselL, AcciliD. Pancreatic beta cell dedifferentiation as a mechanism of diabetic beta cell failure. Cell. 2012;150(6):1223–34. 10.1016/j.cell.2012.07.029 22980982PMC3445031

[43] GaoT, McKennaB, LiC, ReichertM, NguyenJ, SinghT, et al Pdx1 maintains beta cell identity and function by repressing an alpha cell program. Cell metabolism. 2014;19(2):259–71. 10.1016/j.cmet.2013.12.002 24506867PMC3950964

[44] NishimuraW, TakahashiS, YasudaK. MafA is critical for maintenance of the mature beta cell phenotype in mice. Diabetologia. 2015;58(3):566–74. 10.1007/s00125-014-3464-9 .25500951

[45] LiuZ, KimW, ChenZ, ShinYK, CarlsonOD, FioriJL, et al Insulin and glucagon regulate pancreatic alpha-cell proliferation. PloS one. 2011;6(1):e16096 10.1371/journal.pone.0016096 21283589PMC3026810

[46] GannonM, AblesET, CrawfordL, LoweD, OffieldMF, MagnusonMA, et al pdx-1 function is specifically required in embryonic beta cells to generate appropriate numbers of endocrine cell types and maintain glucose homeostasis. Developmental biology. 2008;314(2):406–17. 10.1016/j.ydbio.2007.10.038 18155690PMC2269701

[47] Myrsen-AxcronaU, EkbladE, SundlerF. Developmental expression of NPY, PYY and PP in the rat pancreas and their coexistence with islet hormones. Regulatory peptides. 1997;68(3):165–75. .910028310.1016/s0167-0115(96)02113-1

[48] WhimMD. Pancreatic beta cells synthesize neuropeptide Y and can rapidly release peptide co-transmitters. PloS one. 2011;6(4):e19478 10.1371/journal.pone.0019478 21559341PMC3084883

[49] ChoYR, KimCW. Neuropeptide Y promotes beta-cell replication via extracellular signal-regulated kinase activation. Biochemical and biophysical research communications. 2004;314(3):773–80. .1474170210.1016/j.bbrc.2003.12.170

[50] EnomotoT, OhashiK, ShibataR, HiguchiA, MaruyamaS, IzumiyaY, et al Adipolin/C1qdc2/CTRP12 protein functions as an adipokine that improves glucose metabolism. The Journal of biological chemistry. 2011;286(40):34552–8. 10.1074/jbc.M111.277319 21849507PMC3186379

[51] PetriA, Ahnfelt-RonneJ, FrederiksenKS, EdwardsDG, MadsenD, SerupP, et al The effect of neurogenin3 deficiency on pancreatic gene expression in embryonic mice. Journal of molecular endocrinology. 2006;37(2):301–16. 10.1677/jme.1.02096 .17032746

[52] HoffmanBG, ZavagliaB, WitzscheJ, Ruiz de AlgaraT, BeachM, HoodlessPA, et al Identification of transcripts with enriched expression in the developing and adult pancreas. Genome biology. 2008;9(6):R99 10.1186/gb-2008-9-6-r99 18554416PMC2481431

[53] PukO, AhmadN, WagnerS, Hrabe de AngelisM, GrawJ. First mutation in the betaA2-crystallin encoding gene is associated with small lenses and age-related cataracts. Investigative ophthalmology & visual science. 2011;52(5):2571–6. 10.1167/iovs.10-6443 .21212184

[54] FukuiK, YangQ, CaoY, TakahashiN, HatakeyamaH, WangH, et al The HNF-1 target collectrin controls insulin exocytosis by SNARE complex formation. Cell metabolism. 2005;2(6):373–84. 10.1016/j.cmet.2005.11.003 .16330323

[55] AkpinarP, KuwajimaS, KrutzfeldtJ, StoffelM. Tmem27: a cleaved and shed plasma membrane protein that stimulates pancreatic beta cell proliferation. Cell metabolism. 2005;2(6):385–97. 10.1016/j.cmet.2005.11.001 .16330324

[56] YangQ, GrahamTE, ModyN, PreitnerF, PeroniOD, ZabolotnyJM, et al Serum retinol binding protein 4 contributes to insulin resistance in obesity and type 2 diabetes. Nature. 2005;436(7049):356–62. 10.1038/nature03711 .16034410

[57] ObermullerS, CalegariF, KingA, LindqvistA, LundquistI, SalehiA, et al Defective secretion of islet hormones in chromogranin-B deficient mice. PloS one. 2010;5(1):e8936 10.1371/journal.pone.0008936 20126668PMC2812483

[58] ShieldsBM, HicksS, ShepherdMH, ColcloughK, HattersleyAT, EllardS. Maturity-onset diabetes of the young (MODY): how many cases are we missing? Diabetologia. 2010;53(12):2504–8. 10.1007/s00125-010-1799-4 .20499044

[59] SimaiteD, KofentJ, GongM, RuschendorfF, JiaS, ArnP, et al Recessive mutations in PCBD1 cause a new type of early-onset diabetes. Diabetes. 2014;63(10):3557–64. 10.2337/db13-1784 .24848070

How the deposited data were processed for this re-analysis (not part of the article)

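RNA of whole E15.5 pancreata of WT and *Mafk*-Tg embryos had been hybridised to Affymetrix mouse gene arrays, and 1 array per genotype was analysed. The authors normalized the arrays and summarized the probe sets in Affymetrix Expression Console, whose version and algorithm are not given in the sources used here. The values are on the log2 scale, with medians of 6.01 in WT and 6.01 in *Mafk*-Tg. The WT and *Mafk*-Tg values correlated with a Pearson r of 0.987 across the 35556 probe sets, which are not independent replicates.

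Probe sets were named with the platform's gene table, and 23410 had at least 1 gene symbol. Counts were taken over these. Gene values are the mean of a gene's probe sets that have exactly 1 symbol, and 998 genes had more than 1 such probe set. The change of a gene is the log2 value in *Mafk*-Tg minus that in WT, and the cutoff was the paper's 1.2-fold, or 0.26 on the log2 scale. With 1 array per genotype no test was run and no paired analysis was possible, although the paper speaks of pairs of WT and *Mafk*-Tg pancreata. A gene list's median was set beside the medians of 10000 random lists of the same size, drawn in 20 bins of mean level, as a description of these arrays. Genes named in the text are those the paper names, the 10 largest increases and 10 largest decreases at or above the median level of all probe sets, up to 5 members of each list with the largest differences, members that show a value under 1.2-fold, and the sex-linked and MAF genes. *Clps*, *Cpa1*, *Hba-x*, *Hbb-y* and *Hbb-bh1* were singled out after their values had been seen. The 21 lists were fixed before the array values were examined and after the values of S1 Table, Fig 3 and Fig 7 had been seen. Symbols and chromosomes came from the platform table and the RefSeq gene table of GRCm38.p6, and no coordinates were used.

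The alternatives fixed beforehand were equal medians, quantile normalization, a loess of the difference on the mean with a span of 0.3, leaving out probe sets below the median level, other sets of probe sets for the counts, a cutoff slightly below 1.2-fold and one of 1.5-fold, and the brightest probe set of each gene. A filter at a WT value of 100 and the counts without genes of the X and Y chromosomes were added after the values had been seen. An alternative count was called the same within 1.5 times, a list median when it moved by less than the SD of its random lists, and a gene when it moved by less than the robust SD of genes of similar level. The steps were tested on simulated data at gene level with 19939 genes, where 100% of genes changed by 1 on the log2 scale and 90.0% of those changed by 0.5 passed the cutoff in their direction, as did 16.7% of unchanged genes in either direction. In the same simulation 6.50% of unchanged lists of 20 genes lay among the lowest or highest 2.5% of random lists. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, statsmodels 0.14.6 and matplotlib 3.10.9 were used. Genes without a probe set of exactly 1 symbol have no gene value here. Probe sets with several symbols entered the counts, and those of the adult globins are described as probe sets.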

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

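The tests of a mixture of sexes, of blood, spleen and liver in the dissection, and of epithelial share and stage were chosen after the result was seen, while the test of *Xist* and the Y-linked genes was fixed before.

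*Xist* and the 3 Y-linked genes stood apart from the other genes named here, and the paper does not discuss them. *Xist* had a log2 difference of 6.90, and *Eif2s3y*, *Uty* and *Kdm5d* had -5.68, -4.67 and -3.93, with a median of -4.67 for these 3 genes. With 1 of 3 embryos of the other sex on an array the difference could be at most 1.58 in size, and these values go beyond that, which argues against RNA of both sexes on each array in such a share. *Xist* at 6.90 fits RNA of female embryos on the *Mafk*-Tg array and of male embryos on the WT array, as do the X-linked genes that escape inactivation. Sex and genotype are then one and the same split in these arrays, so an effect of embryo sex on any other gene stays open, untested.

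Erythroid genes, with a median log2 difference of -0.45, and leukocyte genes, with -0.59, were lower in *Mafk*-Tg, and the paper does not discuss them. More circulating blood in WT cannot be told apart here. The adult globin probe sets lay near the top of the scale, where a difference can be hidden, with means of 13.24 and 13.58 in WT. Their log2 differences were -0.03 to -0.01 for *Hba* and 0.06 for *Hbb*. *Hba-x* at 0.58 and *Hbb-y* at 0.35 go the other way from more blood in WT, and *Hbb-bh1* had -0.22. These embryonic globins, with a median of 0.35, also depend on stage. Spleen or liver tissue in the WT dissection may account for the lower erythroid and leukocyte genes. The spleen stroma genes had a median of -0.33, which was -0.33 without the 3 genes shared with the mesenchyme list. The hepatocyte genes had -0.27. *Alb* had a log2 value of 11.23 in WT and 10.66 in *Mafk*-Tg, *Srgn* of leukocytes 11.51 and 10.64, and *Ambp*, which hepatocytes also express, 9.79 and 9.96. Blood, both tissues and the genotype itself stay open, since each genotype has 1 array.

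Acinar genes were higher in *Mafk*-Tg, with a median of 0.25, and so were the unfolded protein response genes with 0.22. The duct and trunk epithelium genes had a median of 0.14, with 1 of 13 at least 1.2-fold higher, 1 lower and 11 within the cutoff. Mesenchyme genes had -0.16 and endothelial genes -0.11. A larger epithelial share of the *Mafk*-Tg tissue may account for part of these differences. The medians of islet hormone and endocrine transcription factor genes, 0.27 and 0.26, were close to the acinar one. Part of their rise may therefore have the same source. The granule genes had a median of 0.08 and the β-cell secretion genes -0.12. The duct median of 0.14 lay above 99.7% of random lists, although it was smaller than the acinar one. A later stage of the *Mafk*-Tg embryos cannot be told apart: the median of *Neurog3* and the embryonic globin genes, which fall with stage, was 0.43. *Hba-x* at 0.58 and *Hbb-y* at 0.35 go against a later stage. *Hbb-bh1* had -0.22 but lay below the median level in both arrays. The globins also vary with the blood in the tissue, and *Neurog3* could respond to the transgene. An effect of the genotype was not separated from epithelial share or stage.

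Other genes the paper does not discuss differed by at least 1 on the log2 scale. *Cym* had 3.34 and *Nr1h5* 1.16, while *Ctsg* had -1.25, *Car1* -1.19, *Rhag* -1.11, *Gm10874* -1.05 and *Mpo* -1.0. Among the lists, the neural and glial genes had a median of 0.21, the immediate early genes -0.17, the MAF family and its partners -0.14 and the cell cycle genes -0.087.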

How the results depend on the processing

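The filter at a WT value of 100 and the counts without X and Y genes were chosen only after the values had been seen. No named gene past 1.2-fold and no list median in the outer 5% of random lists changed sign under any alternative. Near 0, signs did change: the reference gene median of 0.00 was -0.01 under loess, and the gut median and *Maff*, both 0.00, went to either side. All 669 alternative values of single genes and 102 of 105 of list medians stayed within the spread used. Dim genes have no value without probe sets below the median level. For a brighter gene with 1 probe set, that setting and the brightest probe set return the main value by construction. Equal medians shift every gene by the same amount. These counts therefore say little about the error of 1 array per genotype. The counts of higher and lower probe sets, 1911 and 2546, moved to 797 and 803 without probe sets below the median level, to 4795 and 4949 over all probe sets, to 2968 and 3823 at the lower cutoff tried, to 178 and 365 at 1.5-fold, and to 538 and 623 at a WT value of at least 100. These settings count fewer or more probe sets by construction. Of the paper's 16 genes, 2 passed 1.5-fold, 10 passed 1.2-fold with equal medians and 13 passed the lower cutoff. Without probe sets below the median level the hepatocyte median was -0.34, the sex-linked median 0.46 and the antioxidant median -0.081, and the cause was not tested beyond the loss of dim members. The granule genes, above 97.2% of random lists, entered the top 2.5% after quantile normalization and without dim probe sets, and the MAF genes no longer lay in the lowest 2.5% without dim probe sets. No scaling moved the median difference of all genes, -0.01, by 0.1. Signal limits the dim genes most: the robust SD of the difference was 0.35 among the 3556 dimmest probe sets and 0.13 among the 3556 brightest.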

Differences from the paper's values

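The filter at a WT value of 100 was chosen only after the values had been seen.

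The paper's counts are 554 higher and 548 lower probe sets at 1.2-fold, against 1911 and 2546 here at the same cutoff, although matching rows of higher probe sets in S1 Table go down to a fold of 1.19 on the arrays. Of the alternatives set before the data were examined, leaving out probe sets below the median level gave 797 and 803, within 1.5 times of the paper's counts. Equal medians, quantile normalization, loess, all probe sets, probe sets with 1 symbol, the cutoff below 1.2-fold and that of 1.5-fold did not come within it. A WT value of at least 100, chosen after seeing the values, gave 538 and 623, and drops 2 of the 836 rows of S1 Table whose fold matched the arrays. It keeps *Cym*, *Eif2s3y*, *Uty* and *Kdm5d*, which have 0 rows in the part of S1 Table used here, so it does not give the paper's list.

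The paper's qRT-PCR is a separate experiment with another assay, and its errors are SEM. Its ratio of *Mafk*-Tg to WT is 0.25 ± 0.02 for *Slc30a8*, against 0.687 on the arrays. For *Slc2a2* the paper's ratio is 1.1 ± 0.1 and the arrays gave 0.726. For *Abcc8* the paper gives 2.9 ± 0.4 and the arrays 0.988, and for *Kcnj11* 3.1 ± 0.4 and 0.882. For *Pax6* the paper gives 2.4 ± 0.4 and the arrays 1.20, for *Rfx6* 2.2 ± 0.1 and 1.39, and for *Pou3f4* 2.4 ± 0.2 and 1.60. For *Nkx2-2* the paper gives 2.1 ± 0.2 and the arrays 1.03, and for *Nkx6-1* 3.3 ± 0.6 and 1.08. None of the alternatives set before the data were examined brought these 9 genes within 1.5 times of the paper's ratio. The ratios of *Ins2*, *G6pc2*, *Sytl4*, *Pax4*, *Pdx1*, *Foxa2*, *Neurog3*, *Neurod1* and *Pcsk1* did lie within it.

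The paper places *Nkx2-2* in its array list, and its log2 difference here was 0.04, with no row in the part of S1 Table used here. *Neurod1* had a ratio of 1.19, which S1 Table prints as 1.2, the paper's value, and reached the paper's call at the cutoff set below 1.2-fold, and at no other setting tried. The paper describes *Mafk* as overexpressed in β-cells. In RNA of the whole pancreas its log2 difference was 0.25, with 6.75 in WT. That is a ratio of 1.19, which S1 Table prints as 1.2, the paper's value. It does not measure the change within β-cells, and whether the probe set detects the transgene was not tested.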

Other observations

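No test was chosen for this part after its result was seen, and the values describe 1 array per genotype. The gene lists were written after the values of S1 Table had been seen, so members printed there are not independent evidence.

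Among the MAF family and its partners, 2 of 12 measured genes were at least 1.2-fold lower in *Mafk*-Tg and 0 higher. *Nfe2*, the partner of small MAF proteins in blood cells, had a log2 difference of -0.65 and *Mafa* -0.47, while *Mafk* had 0.25, *Mafg* -0.15, *Maff* 0.00, *Maf* -0.18, *Nrl* -0.21, *Nfe2l1* -0.05, *Nfe2l2* -0.12, *Nfe2l3* -0.11, *Bach1* -0.02 and *Bach2* -0.20. Genes of the antioxidant response, which small MAF proteins regulate together with NFE2L2, went both ways: 4 of 18 were lower, among them *Gstp1* at -0.61, *Blvrb* at -0.58 and *Hmox1* at -0.43, and 1, *Gsta4*, was higher at 0.40. Their median of -0.04 lay above 21.2% of random lists, and without probe sets below the median level it was -0.081, above 2.81% of them. Blood cell genes were lower in the same array, with medians of -0.45 for erythroid and -0.59 for leukocyte genes. Whether *Nfe2* and the lower antioxidant genes follow the blood cell genes was not tested.

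Of 26 cell cycle genes, 3 were at least 1.2-fold lower and 0 higher, with *Cdc45* at -0.35, *Kif18b* at -0.28 and *Cdca8* at -0.28, and 22 had a value below 0. Of 14 immediate early genes 5 were lower, with *Ppp1r15a* at -0.58, *Fos* at -0.45 and *Fosb* at -0.42, the last 2 below the median level in both arrays. Of 13 neural and glial genes 4 were higher, with *Dbh* at 0.42, *Ret* at 0.40 and *Th* at 0.38, and 1, *Foxd3*, was lower at -0.40, but *Dbh*, *Th* and *Foxd3* lay below the median level in both arrays, where log2 differences spread more. Of 16 endothelial genes 3 were lower, with *Icam2* at -0.42 and *Cldn5* at -0.36. Gut epithelium and muscle genes had a median of 0.00, with 2 of 15 higher and 1 lower.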
